# The regulatory role of eosinophils in adipose tissue depends on autophagy

**DOI:** 10.3389/fimmu.2023.1331151

**Published:** 2024-01-03

**Authors:** Aref Hosseini, Nina Germic, Nikita Markov, Darko Stojkov, Kevin Oberson, Shida Yousefi, Hans-Uwe Simon

**Keywords:** adipose tissue, arginase 2, *Atg5*, autophagy, beiging, eosinophils, macrophages

## Abstract

**Introduction:**

Obesity is a metabolic condition that elevates the risk of all-cause mortality. Brown and beige adipose tissues, known for their thermogenic properties, offer potential therapeutic targets for combating obesity. Recent reports highlight the role of immune cells, including eosinophils, in adipose tissue homeostasis, while the underlying mechanisms are poorly understood.

**Methods:**

To study the role of autophagy in eosinophils in this process, we used a genetic mouse model lacking autophagy-associated protein 5 (*Atg5*), specifically within the eosinophil lineage (*Atg5* ^eoΔ^).

**Results:**

The absence of *Atg5* in eosinophils led to increased body weight, impaired glucose metabolism, and alterations in the cellular architecture of adipose tissue. Our findings indicate that *Atg5* modulates the functional activity of eosinophils within adipose tissue rather than their abundance. Moreover, RNA-seq analysis revealed upregulation of arginase 2 *(Arg2)* in *Atg5*-knockout eosinophils. Increased *Arg2* activity was shown to suppress adipocyte beiging. Furthermore, we observed enrichment of the purine pathway in the absence of *Atg5* in eosinophils, leading to a pro-inflammatory shift in macrophages and a further reduction in beiging.

**Discussion:**

The data shed light on the importance of autophagy in eosinophils and its impact on adipose tissue homeostasis by suppressing *Arg2* expression and limiting inflammation in adipose tissue.

## 1 Introduction

Eosinophils are granulocytes characterized by their strong affinity for the acidic dye eosin (1), which originate from the bone marrow and possess versatile effector functions within both innate and adaptive immunity (2). Eosinophils migrate from the bloodstream into different tissues during physiological and pathological states. They carry out their diverse functions by synthesizing and releasing various granule proteins and pro-inflammatory mediators. Despite their presence in all vertebrate species, the specific functional role of eosinophils continues to be a matter of ongoing debate (3). However, the persistence of the eosinophil lineage across all vertebrate species throughout evolution points to a crucial role of eosinophils in health and disease (2). For instance, eosinophils are believed to play a role in host defense against various pathogens. Moreover, they have been reported to be involved in tissue homeostasis, including within adipose tissue (AT) (4).

Autophagy is a strictly regulated catabolic process wherein cellular contents are engulfed within double-membrane vesicles known as autophagosomes that fuse to lysosomes for degradation by proteolytic lysosomal enzymes (5). Autophagy-associated protein 5 (ATG5) plays a crucial role as an essential component within the autophagic pathway (6). Interestingly, autophagy is involved in the regulation of both innate and adaptive immune responses. For example, ATG5 and autophagy have been shown to regulate the process of differentiation of various cell types, including innate lymphoid cells (7), neutrophils (8), B cells (9), and plasma cells (10). Moreover, ATG5 plays a pivotal role in a wide array of processes, encompassing clearance of pathogens (11, 12), cytokine secretion (13), and facilitation of antigen presentation (14, 15). Furthermore, we have previously demonstrated a role for ATG5 and autophagy in both eosinopoiesis and eosinophil effector functions (16).

Three discrete AT types exhibit differences in function, structure, and anatomical distribution: white adipose tissue (WAT), brown adipose tissue (BAT), and beige adipose tissue (BeAT). The WAT stores energy in the form of triglycerides within adipocytes, predominantly located in depots such as the inguinal and visceral regions. Conversely, BAT plays a crucial role in heat generation and is particularly abundant in hibernating animals, rodents, and human infants. Brown adipocytes have abundant mitochondria expressing uncoupling protein 1 (UCP1), enabling uncoupled respiration, which releases stored energy as heat instead of ATP conversion (17). On the other hand, BeAT is located within WAT depots while exhibiting thermogenic characteristics similar to BAT (18). The activity of BAT and BeAT is linked to improved glucose and lipid metabolism and reduced adiposity in both mice and humans. This association suggests a promising therapeutic approach for addressing obesity and related metabolic disorders (19).

Several recent reports suggest a role of AT resident immune cells, notably those associated with type 2 immunity, for BeAT stimulation and energy dissipation. While eosinophils have been involved in this process (20, 21), the precise biological mechanisms governing their involvement remain partially understood. Obese mice possess a reduced number of AT-eosinophils compared to their lean counterparts. A transgenic murine model with a deficiency in eosinophils, denoted by ΔdblGata, exhibits excessive weight gain when subjected to a high-calorie diet (21). This model suggests that AT-eosinophils may play a role in facilitating adipocyte maturation, potentially alleviating diabetic complications associated with diet-induced obesity (22). In contrast, IL-5 overexpressing mice show elevated eosinophil levels and resistance to diet-induced obesity (21). Moreover, a recent investigation revealed that augmenting AT-eosinophils through the administration of recombinant IL-5 failed to yield the expected metabolic advantages, suggesting that eosinophil function may extend beyond their mere abundance (23).

In this study, we demonstrate the critical role of *Atg5* and autophagy in eosinophils within the context of adipose tissue using *Atg5* ^eoΔ^ mice. Interestingly, despite observing elevated eosinophil levels in adipose tissue in this genetic model, we observed increased body weight and impaired glucose metabolism. Our findings highlight the pivotal role of autophagy in eosinophils in preserving adipose tissue homeostasis and promoting beiging through the inhibition of *Arg2* expression and the reduction of inflammation.

## 2 Materials and methods

### 2.1 Animal

Animal experiments were carried out following approval by the Veterinary Office of the Canton of Bern and conducted under Swiss federal legislation on animal welfare under animal license number BE26/2021. The generation of *Atg5* ^flox/flox^eo*Cre* mice, referred to as *Atg5* ^eoΔ^, was achieved by crossing *Atg5* ^flox/flox^ mice (24) (*Atg5* ^tm1Myok^) with eo*Cre* mice (25) (*Epx* ^tm1.1(cre)Jlee^), as previously published (26). The *Atg5* ^flox/flox^ mice was provided by Dr. Christian Münz, University of Zürich, Switzerland. *Atg5* ^flox/flox^eo*CreIl5* ^tg^ mice, denoted as *Atg5* ^eoΔ^ *Il5* ^tg^, were produced through the crossbreeding of *Atg5* ^eoΔ^ mice with *Il5* ^tg^ [Tg(*Cd3d-Il5)NJ.1638Nal*] mice (27) to augment the eosinophil number in order to obtain sufficient number of eosinophils for *in vitro* assays. The eo*Cre* and *Il5* ^tg^ mice were kindly provided by Dr. Jamie J. Lee, the Mayo Clinic, Phoenix, USA. Throughout the study the Eo*Cre* mice is designated as the control group, and eo*CreIl5* ^tg^ mice as Ctrl*Il5* ^tg^.

### 2.2 HFD-induced obesity and metabolic analyses

Six-week-old female mice were fed a high-fat diet (HFD) (60% kcal from fat), (Cat # E15742-34 Ssniff Spezialdiäten GmbH, Soest, Germany) or a normal diet, (Cat # N3436, Kliba NAFAG, Kaiseraugst, Switzerland) for ten weeks, during which body weight was consistently measured on a weekly basis. Food consumption was assessed within metabolic cages. For the intraperitoneal glucose tolerance test (IP GTT), animals underwent a morning fast lasting six hours, from 8:00 to 14:00. Blood samples were collected from the tail vein, and the animals received an intraperitoneal injection of 1.5 g glucose (D-(+)-Glucose Solution, 45%), (Cat # G8769, Sigma-Aldrich, Buchs, Switzerland) per kg body weight. Blood samples were subsequently drawn at 0, 15, 30, 45, 60, 90, 105, and 120 minutes. Blood glucose levels were assessed using a glucometer (Accu-Chek), (Roche Diagnostics, Rotkreuz, Switzerland). For the insulin tolerance test (ITT), following a six-hour morning fast, the intraperitoneal injection of 0.75 IU insulin (Actrapid), (Novo Nordisk, Bagsvaerd, Denmark) was administered. Blood glucose levels were monitored at identical time intervals, consistent with those employed in the glucose tolerance test (GTT), utilizing the same measurement method to comprehensively assess insulin sensitivity.

### 2.3 Glucose uptake assay

Six-week-old female mice underwent a 5-hour fasting period, followed by the intraperitoneal administration of 0.75 IU insulin (Actrapid, Novo Nordisk, Bagsvaerd, Denmark) per kg of body weight. After 10 minutes, 2-deoxyglucose (2-DG) (Cat # D8375, Sigma-Aldrich, Buchs, Switzerland) was intraperitoneally administered at a dose of 32.8 μg/g body weight, and inguinal AT, visceral AT, brown AT, liver, and muscle were collected 20 minutes later and washed with phosphate buffered saline (PBS). The 2-deoxyglucose-6-phosphate (2-DGP) levels were quantified using Glucose Uptake-Glo Assay Kit (Cat # J1341, Promega AG, Dübendorf, Switzerland), following the manufacturer’s recommended protocol. Specifically, 40 μg of tissue samples were lysed in 300 μL of stop buffer, homogenized using an Omni Tissue Homogenizer (Omni International, Kennesaw, USA) for 30 seconds, and subsequently mixed with 300 μL of neutralization buffer via vortexing. Afterward, 100 μL of the homogenized extract solution was transferred to a white, opaque 96-well plate, containing 100 μL of 2-DG6P detection reagent. After a 10-minute incubation period at room temperature in darkness, luminescence activity was recorded using a GloMax Explorer machine (Promega AG, Dübendorf, Switzerland). Pierce BCA protein assay kit (Cat # 23227, Thermo Fisher Scientific, distributed by LuBioScience GmbH, Lucerne, Switzerland) assay was employed to measure protein concentration of each sample to normalize the tissue input.

### 2.4 Histology and immunofluorescence staining

Inguinal AT samples underwent a series of preparation steps. Initially, the tissue was perfused with PBS, followed by fixation in 4% formalin for 24 hours and embedding in paraffin blocks. Subsequently, thin tissue sections, approximately 4-5 µm in thickness, were prepared from the formalin-fixed paraffin-embedded (FFPE) tissue blocks. Samples were deparaffinized using NeoClear (Cat # 1.09843, Merck Millipore, Darmstadt, Germany) and rehydrated through a series of graded ethanol dilutions ranging from 100% to 40%. For a broad assessment of tissue histology, the sections from control and *Atg5* ^eoΔ^ mice were subjected to staining with hematoxylin and eosin (H&E) solution. For immunofluorescence (IF) staining of inguinal AT from Ctrl*Il5* ^tg^ and *Atg5* ^eoΔ^ *Il5* ^tg^, the tissue sections were deparaffinized and rehydrated and subsequently the antigen retrieval was accomplished by boiling the samples in a 10 mM citrate buffer (pH 6.0) for 12 minutes. To reduce nonspecific binding, a blocking buffer composed of 1.9% bovine serum albumin (Sigma-Aldrich, Buchs, Switzerland), 25% human IgG polyvalent, 25% normal goat sera, and 1% ChromPure human IgG (Cat # 009-000-003, Jackson ImmunoResearch Laboratories Inc., Philadelphia, USA) in PBS, was applied and allowed to incubate for one hour at room temperature. The staining process involved incubating the tissue sections with a monoclonal mouse anti-EPX antibody (1:500; clone MM25-82.2, Lee Laboratories, Mayo Clinic, USA), and subsequently, a secondary antibody, Alexa-488 goat-anti mouse IgG (Cat # A11017, Thermo Fisher Scientific, distributed by LuBioScience GmbH, Lucerne, Switzerland) (5 μg/ml), was applied for one hour at room temperature. Nuclei were stained with propidium iodide (PI) solution (1 μg/mL) for an additional 10 minutes, and the tissue samples were mounted using ProLong Gold Antifade mounting medium (Cat # P10144, Thermo Fisher Scientific). Lastly, the slides were examined, and images were acquired using both the confocal laser scanning microscope LSM 800 (Carl Zeiss Micro Imaging, Jena, Germany) and the automatic digital slide scanner Panoramic MIDI II (3DHISTECH, Budapest, Hungary). To perform a quantitative analysis, EPX^+^ infiltrating cells were manually counted in 10 randomly selected high-power fields (HPF), each covering an area of 22.5×10^-3^ mm². The purity and morphology of the isolated mouse eosinophils were evaluated using Hemacolor Rapid (Cat# 111661, Sigma), followed by light microscopy analysis using a 60X objective on a BZ-X810 microscope (Keyence, Osaka, Japan). The purity of isolated blood eosinophils exceeded 95%.

### 2.5 Quantitative PCR

RNA from the samples was extracted using the RNeasy Plus Mini Kit (Cat # 74134, Qiagen, Hilden Germany), following the manufacturer’s instructions. Subsequently, cDNA was synthesized using 1000 ng of RNA, utilizing the iScript™ gDNA Clear cDNA Synthesis Kit (Cat # 1725035, Bio-Rad, Hercules, USA). Transcription levels were assessed in duplicate using iTaq™ Universal SYBR^®^ Green Supermix (Cat # 1725121, Bio-Rad) and specific primer pairs (**Supplementary Table 1**) in the T100 Gradient Thermal Cycler (Bio-Rad). The primers were synthesized by Microsynth AG (Balgach, Switzerland) and were utilized at a final concentration of 250 nM. The amplification protocol involved an initial activation step at 95°C for 3 minutes, followed by 40 cycles of denaturation at 95°C for 10 seconds, annealing at 58°C for 30 seconds, and extension at 72°C for 10 seconds employing the CFX Connect Real-Time PCR Detection System (Bio-Rad).

### 2.6 Isolation of mouse bone marrow and blood eosinophils

For *in vitro* experiments, eosinophils were extracted from the bone marrow and peripheral blood of Ctrl*Il5* ^tg^ and *Atg5* ^eoΔ^ *Il5* ^tg^ mice as previously described (16). In brief, bone marrow cells were obtained by flushing the femurs and tibias with a medium consisting of 2% FCS in PBS, using a 26-gauge needle, and then filtering the cells through a sterile 70 µm nylon cell strainer, as previously described (28). The bone marrow cell count was determined, and they were resuspended at a concentration of 1×10^8^ cells/ml in medium (2% FCS in PBS) for eosinophil isolation. T cells, B cells, macrophages, and neutrophils were depleted using specific antibodies. The monoclonal rat anti-CD8α-PE (clone 53-6.7, Cat # 130- 102-595); anti-CD19-PE (clone 6D5, Cat # 130-102-598); anti-CD90.2-PE (clone 30-H12, Cat # 130-102-489); and anti-Ly6G-PE (clone 1A8, Cat # 130-102-392) were purchased from Miltenyi Biotec (Bergisch Gladbach, Germany) (each at 0.3 µg/ml concentration). The isolation of the cells was performed using the EasySep™ Mouse PE Positive Selection Kit II (Cat # 17666, Stemcell Technologies, Vancouver, Canada) following the manufacturer’s instructions. The purity of mouse eosinophils was assessed to be 90-95% using cytospin and staining with the Hemacolor Rapid staining kit (Cat # 111661, Merck Millipore, Darmstadt, Germany), followed by light microscopic analysis. The eosinophils isolation from peripheral blood was performed as previously reported (29). Briefly, subsequent to dilution of the blood with PBS at a 1:1 ratio, it was gently layered over Histopaque 1119 (density of 1.119 g/mL) (Sigma-Aldrich, Buchs, Switzerland) and centrifuged at 800g for 20 minutes, resulting in an augmented eosinophil layer. The eosinophil-containing interface was briefly treated with ice-cold distilled water to lyse erythrocytes and then washed with PBS before isolation. Following cell counting and resuspension at a concentration of 1×10^8^ cells/ml, eosinophil purification was conducted as described above. To study the impact of increased arginase activity of *Atg5*-knockout eosinophils on mature adipocytes, we cultured control or *Atg5*-knockout eosinophils in L-arginine free DMEM medium (Cat # CC927-0500, GeneDireX, Keelung, Taiwan) supplemented with 200 μmol L-arginine (Cat # A6969, Sigma-Aldrich) in the presence or absence of the arginase inhibitor, 1 mM ABH hydrochloride (6-Borono-L-norleucine hydrochloride), (Cat # sml1466, Sigma-Aldrich). After 5 hours of incubation, the supernatants were collected and used to treat the adipocytes for an additional five hours of incubation. Finally, adipocytes were collected to analyze the expression level of thermogenic genes.

### 2.7 RNA-seq method

The quantity and quality of the purified total RNA was assessed using a Thermo Fisher Scientific Qubit 3.0 fluorometer with the Qubit RNA BR Assay Kit (Cat # Q10211, Thermo Fisher Scientific) and an Advanced Analytical Fragment Analyzer System using a Fragment Analyzer RNA Kit (Cat # DNF-471, Agilent Technologies, Santa Clara, USA), respectively. Sequencing libraries were constructed using an Illumina TruSeq Stranded mRNA Library Prep kit (20020595, Illumina, San Diego, USA) in combination with TruSeq RNA UD Indexes (Cat # 20022371, Illumina) according to Illumina’s guidelines. The cDNA libraries were evaluated using a Thermo Fisher Scientific Qubit 3.0 fluorometer with the Qubit dsDNA HS Assay Kit (Cat # Q32854, Thermo Fisher Scientific) and an Agilent Fragment Analyzer (Agilent) with an HS NGS Fragment Kit (Cat # DNF-474, Agilent), respectively. Pooled cDNA libraries were sequenced 100 bp single-end on one lane of an Illumina HiSeq 3000 instrument (Illumina). All base call files were demultiplexed and converted into FASTQ files using Illumina bcl2fastq conversion software. The quality control assessments, generation of libraries, and sequencing were conducted by the Next Generation Sequencing Platform, University of Bern.

### 2.8 RNA-seq analysis

The RNA-seq data quality was evaluated using Fastqc v. 0.11.9. Afterward, the reads were aligned to the reference genome using HISAT2 v. 2.2.1 (30). To determine the number of reads associated with each gene based on the genome annotation (Mus_musculus.GRCm39.104), FeatureCounts v. 2.0.1 (31) was utilized. Subsequent data analysis was conducted in R v. 4.1.0. Differential expression analysis was carried out using the Bioconductor package DESeq2 v. 1.32.0 (32) with default settings. For visualization, the results were presented using EnhancedVolcano v. 1.10.0 (33) and pheatmap v. 1.0.12 (34). Gene set enrichment analysis (GSEA) was also performed for further analyses (35).

### 2.9 Immunoblotting

Immunoblotting was performed as previously described (16). Briefly, Cell lysates were prepared by resuspending the cell pellet in lysis buffer. Shortly before use, a protease inhibitor cocktail (Cat # P8340, Sigma-Aldrich, Buchs, Switzerland) and 1 mM PMSF were added to the lysis buffer. The protein concentration was measured using a Pierce BCA protein assay kit (Cat # 23227, Thermo Fisher Scientific). Extracted proteins (50 μg) were denatured and separated on 12% SERVAGel TG PRiME gel (Cat # 43266, SERVA Electrophoresis, Heidelberg, Germany), followed by protein transfer onto Immobilon-P PVDF membrane (Cat # ipvh304f0, Merck Millipore, Darmstadt, Germany). Membranes were blocked in 5% non-fat milk in TBST (0.1% Tween 20 in 20 mM Tris and 150 mM NaCl [pH 7.6]) for 1 hour and incubated with primary antibodies at 4°C overnight. The antibodies used for immunoblotting were monoclonal mouse anti-ATG5 (clone 7C6, Cat # 0262-100; Nanotools, Teningen, Germany), polyclonal rabbit anti-UCP1 (ab10983, Abcam, Cambridge, USA), monoclonal rabbit anti-ARG2 (Cat # 55003, Cell Signaling Technology, Danvers, USA), polyclonal rabbit anti-β-actin (Cat # AAN01-A; Cytoskeleton, Denver, USA). The membranes were washed with TBST three times and incubated with the corresponding HRP-conjugated secondary antibody. Horseradish peroxidase (HRP)-conjugated sheep anti-mouse (Cat # NA931V, GE Healthcare Life Sciences, Little Chalfont, UK) and HRP-conjugated donkey anti-rabbit (Cat # NA934V, GE Healthcare Life Sciences, Little Chalfont, UK) antibodies. The signal was detected using the Immobilon Forte Western HRP substrate (Cat # wbluf0500, Merck Millipore, Burlington, USA) and images acquired on the Odyssey Fc Imaging System (LI-COR Biosciences, Lincoln, USA).

### 2.10 Flow cytometry

Stromal vascular fraction (SVF) cells were harvested from the inguinal AT, and to block Fc receptors, they were incubated with FC block (Cat # 156604, TruStain FcX PLUS, anti-mouse CD16/32, BioLegend, London, UK) for 10 minutes. For the macrophages panel, cells were stained with anti-CD86-APC-R700 (Cat # 565479, BD Biosciences, San Jose, USA), anti-F4/80-APC antibody (Cat # 123116, BioLegend), and anti-CD11b PE-Cy7 (Cat # 25-0112-81, eBioscience, San Diego, USA). For the eosinophils panels, anti-Siglec-F BV421 (Cat # 562681, BD Biosciences), anti-CD11b APC (Cat # 101212, BioLegend), anti-CD63 PE(Cat# 564222, BD Biosciences), and anti-CD193 (CCR3) Alexa 647 (Cat# 144508, BioLegend) were used. After staining, cells were washed with a washing buffer (2% FCS in PBS) and analyzed using a BD FACSLyric™ flow cytometer (BD Biosciences).

### 2.11 Macrophage differentiation and polarization

Mouse bone marrow cells were harvested from the femurs and tibias. To initiate differentiation, 5.5 × 10^6^ bone marrow cells were cultured in a T75 flask in 12 ml of complete Iscove’s Modified Dulbecco’s Media (IMDM) (Cat # I3390-500ML, Sigma-Aldrich, Buchs, Switzerland) containing 2 mM L-glutamine, 100 U/ml penicillin/streptomycin, 20 mM 2-mercaptoethanol, and 10% FCS and supplemented with 30% L929 cell supernatant for eight days. An additional 8 ml of the same media without 2-mercaptoethanol was added on day four of the culture. On the eighth day, the bone marrow-derived macrophages were washed, trypsinized, counted using a hemocytometer, and seeded. Subsequently, on the ninth day, the macrophages were subjected to stimulation for 24 hours with 100 ng/ml LPS (Cat # L6529, Sigma-Aldrich) and 20 ng/ml IL-4 (Cat # 214-14, PeproTech, London, UK) to induce M1 (pro-inflammatory) and M2 (anti-inflammatory) macrophages, respectively, and these were compared with unstimulated cells as M0. To assess the impact of eosinophils on macrophages, we polarized macrophages in the presence of control eosinophils, *Atg5*-knockout eosinophils, or media alone for 24 hours. Additionally, to neutralize IFN-γ, we introduced IFN-γ neutralization antibody (NAb) (clone XMG1.2, Cat # 505834, Biolegend, London, UK) into the system.

### 2.12 Isolation and differentiation of primary preadipocytes

The cultivation and differentiation of primary mouse preadipocytes were carried out following previously reported procedures (36). In brief, inguinal AT was dissected, finely chopped, and subjected to enzymatic digestion using a mixture of collagenase D (Cat # 11088866001, 1.5 U/mL, Roche, Mannheim, Germany) and dispase II (Cat # D4693, 2.4 U/mL, Sigma-Aldrich, Buchs, Switzerland), supplemented with 10 mM CaCl_2_, for approximately 15 to 20 minutes at 37°C with constant agitation. After digestion, the tissue suspension was filtered through a 100 μm cell strainer and then centrifuged at 400g for 5 minutes to pellet the cells. This cell pellet was subsequently resuspended and filtered through a 70 μm cell strainer, followed by another round of centrifugation to obtain the SVF. The SVF was collected for flow cytometry analyses when needed. The cell pellet was resuspended in a culture medium (consisting of DMEM/F12 GlutaMAX supplemented with 20% FBS and 100 U/ml penicillin/streptomycin) and plated in 6-well plates. To induce adipocyte differentiation, confluent cell cultures were exposed to an induction medium composed of DMEM/F-12 GlutaMAX supplemented with 10% FBS, 100 U/ml penicillin/streptomycin, 0.5 μg/mL insulin, 5 μM dexamethasone, 1 μM rosiglitazone, and 0.5 mM IBMX. Two days after induction, cells were transitioned to a maintenance medium, DMEM/F12 GlutaMAX supplemented with 10% FBS, 100 U/ml penicillin-streptomycin, and 0.5 μg/mL insulin for an additional four days, which was changed every other day during the subsequent four-day period. By the sixth day, the cells were prepared for experimental purposes. To assess the effect of different concentrations of L-arginine, mature adipocytes incubated in L-arginine free DMEM medium (Cat # CC927-0500, GeneDireX, Keelung, Taiwan) supplemented with various concentrations of L-arginine (Cat # A6969, Sigma-Aldrich) for five hours. Also, to evaluate the effect of the conditioned media of eosinophils alone or eosinophils-macrophages co-culture, adipocytes were treated with the supernatant of eosinophils or eosinophils-macrophages media for five hours.

### 2.13 ELISA measurements

The levels of IL-1β (Cat # 432604, Mouse IL-1β ELISA MAX™ Deluxe Set; BioLegend, London, UK) and IFNγ (Cat # 430804, Mouse IFN-γ ELISA MAX™ Deluxe Set; BioLegend) in the supernatant of the eosinophils-M1 macrophages were assessed using enzyme-linked immunosorbent assay (ELISA) as per the guidelines provided by the manufacturer.

### 2.14 Measurements of uric acid, ATP, and arginase activity

The uric acid concentration was determined using an enzymatic colorimetric method with a standard kit (Cat # MAK077, Sigma-Aldrich, Buchs, Switzerland) following the manufacturer’s instructions. To measure extracellular ATP release, the CellTiter-Glo^®^ luminescent assay (Cat # G7571, Promega AG, Dübendorf, Switzerland) was employed. Arginase activity was assessed by utilizing the Arginase Activity Assay Kit (Cat # MAK112, Sigma-Aldrich) in accordance with the manufacturer’s protocols.

### 2.15 Statistical analysis

Statistical analysis for all data was conducted using GraphPad Prism software (GraphPad Software Inc., San Diego, USA). The figures display mean values ± SEM, and the figure legends contain information about the number of independent experiments conducted (indicated by n). Statistical comparisons were carried out using the unpaired Student’s *t*-test, multiple *t*-test, and two-way ANOVA. Statistically significant results were defined as those with *p* values <0.05.

## 3 Results

### 3.1 Decreased beiging and increased adiposity in *Atg5* ^eoΔ^ mice

As described previously by Germic et al. (16), we crossed *Atg5* ^flox/flox^ mice with a knock-in strain of mice expressing *Cre* recombinase under the control of the eosinophil peroxidase (EPX) promoter, which is exclusively active in eosinophils (eo*Cre* mice). Heterozygous *eoCre* mice (*eoCre* ^+/-^) were used in all experiments as they exhibited adequate Cre recombinase expression for targeted gene excision while retaining half of the total EPX protein levels (25). The resulting conditional knockout mouse line in which *Atg5* is specifically deleted in the eosinophil lineage was designated *Atg5* ^eoΔ^. As eosinophils have been suggested to play a role in beiging (37), we used this mouse model to study the role of autophagy in eosinophils in this process.

The absence of *Atg5* in eosinophils resulted in an increase in body weight among female mice when compared to control mice at various time points, a finding that was observed under both normal or high-fat diets (**Figure 1A**). Notably, the two groups had no significant difference in food intake (**Figure 1B**). This is substantiated by the observed increase in AT mass and the ratio of inguinal AT to total body weight in male *Atg5* ^eoΔ^ mice (**Figures 1C, D**). Upon visual inspection of AT depots, the tissue from *Atg5* ^eoΔ^ exhibited a paler appearance and larger size, indicating notable differences compared to the control (**Figure 1E**, *inguinal AT*, and **Supplementary Figure 1A**, *three types of ATs*). Moreover, histological examination of the *Atg5* ^eoΔ^ mice using H&E staining demonstrated alterations in the cellular architecture of AT, with enlargement of the adipocytes and increased lipid droplets compared to the control (**Figure 1F**).

**Figure 1:**
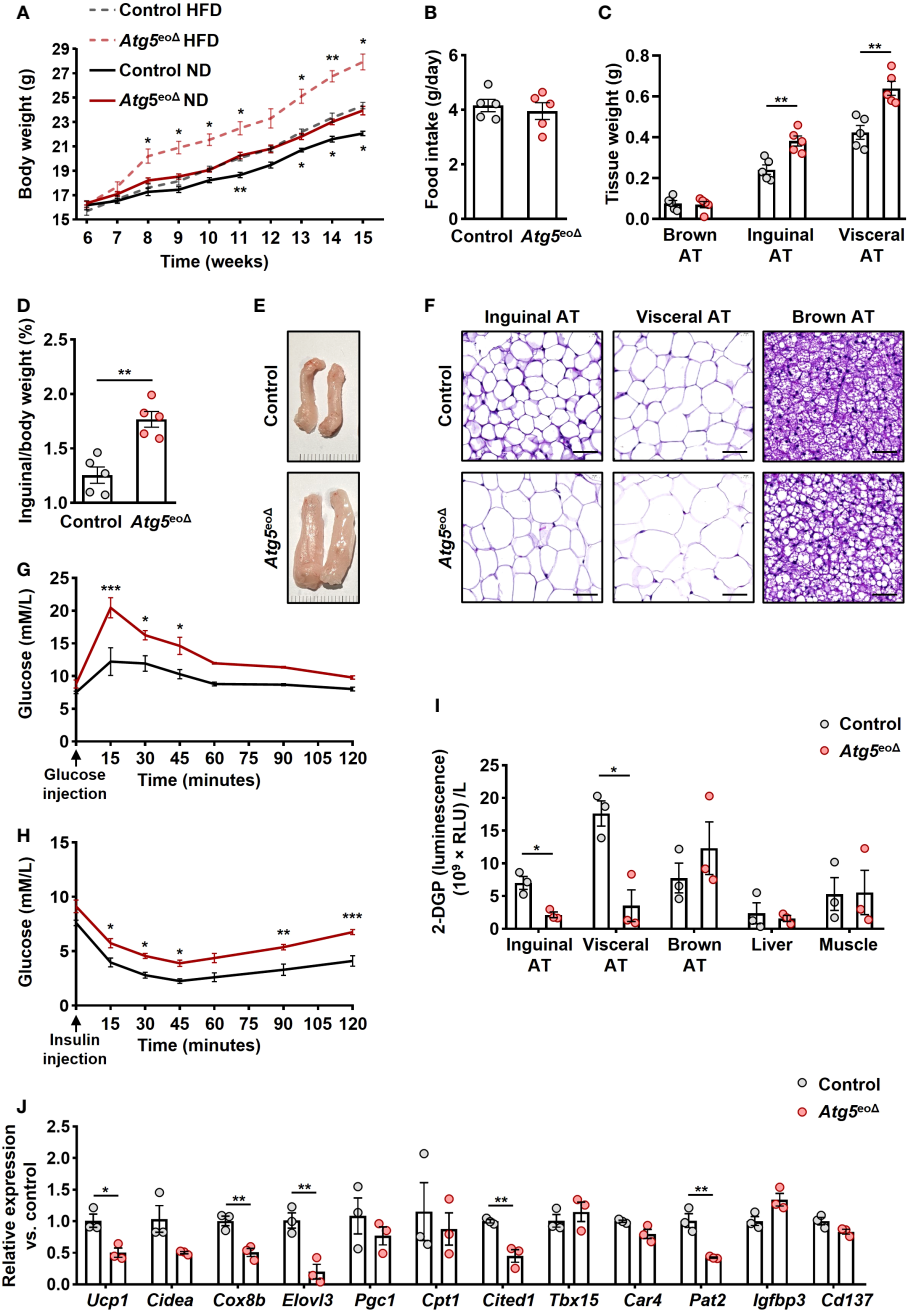
The impact of ATG5 deficiency in eosinophils on adiposity, adipose tissue morphology, and glucose metabolism. **(A)** Body weight. The body weight of female mice was recorded for ten weeks during the HFD and normal diet (n = 6-7). **(B)** Food intake. We measured the weight of food intake over a 24-hour period (n = 5). **(C)** ATs weight. The weight of inguinal, visceral, and brown AT of control and *Atg5* ^eoΔ^ male mice was measured at the age of 5 months (n = 5). **(D)** AT/body weight ratio. The ratio of inguinal AT to the total body weight of male mice examined at 5 months aged (n = 5). **(E)** Macroscopic images. Representative macroscopic images of inguinal AT from control and *Atg5* ^eoΔ^ mice. **(F)** H&E. Staining with H&E revealed enlarged adipocytes in the inguinal, visceral, and brown AT of *Atg5* ^eoΔ^ in comparison with control mice. Scale bars, 50 μm. **(G, H)** Glucose **(G)** and insulin **(H)** tolerance were performed on control and *Atg5* ^eoΔ^ mice after a 6-hour fasting period preceding the injections of glucose or insulin (n = 3). **(I)** Glucose uptake. Insulin-stimulated 2-DGP accumulation was assessed in tissues from both control and *Atg5* ^eoΔ^. Following a 6-hour fasting period, mice received insulin injections at 0 minutes, followed by 2-DG injections at 10 minutes, and were subsequently euthanized at 30 minutes. (n = 3). **(J)** Quantitative PCR. Expression pattern of thermogenic genes evaluated in inguinal AT of control and *Atg5* ^eoΔ^. Expression levels were normalized using *Actb* and *Nono* as reference genes and compared to control mice. (n = 3). Values are means ± SEM. * *p* < 0.05; ** *p* < 0.01; *** *p* < 0.001.

These morphological alterations were accompanied by impaired glucose tolerance (**Figure 1G**) and insulin tolerance (**Figure 1H**) in *Atg5* ^eoΔ^ mice compared to the control group. Insulin resistance can be discerned by the diminished glucose uptake rates in the principal insulin-responsive tissues, namely skeletal muscle, liver, and AT (38). Upon closer examination of glucose uptake rates within key insulin-sensitive tissues, we detected that the white ATs played a pivotal role in the manifestation of impaired glucose tolerance observed in *Atg5* ^eoΔ^ mice (**Figure 1I**). Considering the potential impact of eosinophils on the beiging process and observed white ATs modifications, we evaluated the expression pattern of thermogenic genes and markers of beige adipocytes. We observed downregulation of numerous thermogenic genes, prominently *Ucp1*, *Cox8b*, *Elovl3*, and marker of beige adipocytes *Cited1* and *Pat2* in inguinal AT of *Atg5* ^eoΔ^ in comparison to control mice (**Figure 1J**). The cumulative findings suggest that *Atg5* ^eoΔ^ mice exhibit an increased fat mass and impaired glucose metabolism, which can be attributed to a reduction in beiging, potentially stemming from the downregulation of thermogenic genes.

### 3.2 Increased eosinophil infiltration in adipose tissues in *Atg5* ^eoΔ^ mice

Previous studies have indicated a negative correlation between obesity and the abundance of eosinophils in AT (21, 39, 40). Moreover, heightened eosinophil levels in IL-5 overexpressing mice have been linked to resistance against diet-induced obesity, elucidating a potential protective mechanism (21). In order to assess whether weight gain is driven by a decrease in eosinophil abundance in AT, we initially examined the eosinophil numbers in inguinal AT of control and *Atg5* ^eoΔ^ mice. The SVF cells were collected and subjected to flow cytometry analysis. AT-resident eosinophils were 1.7 and 1.6-fold more prevalent in *Atg5* ^eo^ ***^Δ^*** and *Atg5* ^eo^ **^Δ^** *Il5* ^tg^ inguinal AT compared to control and ctrl*Il5* ^tg^, respectively (**Figure 2A**). Given the low eosinophil count in mice adipose tissue, we employed hypereosinophilic mice for enhanced detection of eosinophils through IF staining in our experiment. Consequently, we then stained the inguinal AT of *Atg5* ^eo^ ***^Δ^*** *Il5* ^tg^ and ctrl*Il5* ^tg^ mice with an anti-EPX antibody and observed a similar increase in eosinophil infiltration in the tissue of *Atg5* ^eo^ **^Δ^** *Il5* ^tg^ mice (**Figure 2B**), supporting the data obtained from flow cytometry (**Figure 2A**). In addition, the expression of *Epx* mRNA was increased in the inguinal AT of *Atg5* ^eo^ **^Δ^** and *Atg5* ^eo^ **^Δ^** *Il5* ^tg^ when compared to the control and ctrl*Il5* ^tg^ mice, respectively (**Figure 2C**). No significant differences were observed upon evaluation of SSC, CCR3, and CD63 expression levels in adipose tissue eosinophils, which typically serve as indicators of maturity and activation levels (**Supplementary Figures 1B, C**). Taken together, eosinophil levels in AT were increased in mice with autophagy-deficient eosinophils. Therefore, it appears that the increased adiposity of these mice was the consequence of reduced functional activity of eosinophils within AT and not owing to reduced eosinophil numbers.

**Figure 2:**
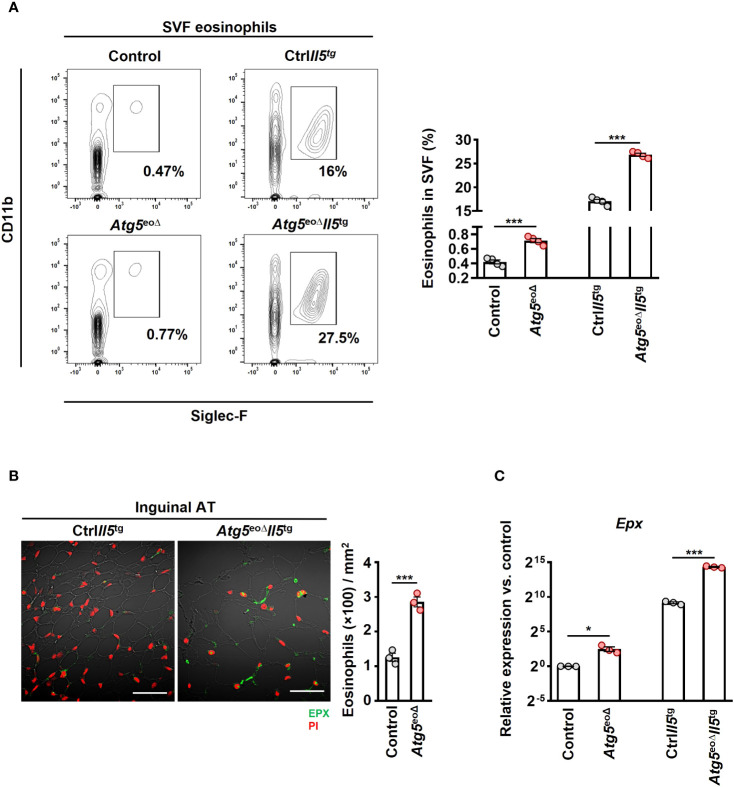
Depleting *Atg5* in eosinophils elevates eosinophil infiltration in inguinal adipose tissue. **(A)** Flow cytometry. SVF isolated from control, *Atg5* ^eoΔ^, Ctrl*Il5* ^tg^, and *Atg5* ^eoΔ^ *Il5* ^tg^ mice, and the relative numbers of eosinophils (CD11b^+^/Siglec-F^+^) were determined by flow cytometry (n = 4). **(B)** Confocal microscopy. FFPE inguinal AT sections of Ctrl*Il5* ^tg^ and *Atg5* ^eoΔ^ *Il5* ^tg^ mice were stained with monoclonal mouse anti-EPX antibody (green), and PI (red) was used for nuclear DNA visualization. (left) Representative confocal microscopy images are shown. Scale bars, 50 μm. (right) Quantification of EPX^+^ cells was performed by counting cells manually in 10 randomly selected HPF, each covering the area of 22.5×10^-3^ mm^2^, using an automatic digital slide scanner Panoramic MIDI II (n=3). **(C)** Quantitative PCR. *Epx* expression analysis of the inguinal AT of control, *Atg5* ^eoΔ^, Ctrl*Il5* ^tg^, and *Atg5* ^eoΔ^ *Il5* ^tg^ mice. Expression levels were normalized using *Actb* and *Nono* as reference genes and compared to control mice. (n = 3). Values are means ± SEM. * *p* < 0.05; *** *p* < 0.001.

### 3.3 The absence of *Atg5* is associated with arginase type II expression in eosinophils, resulting in reduced beiging in adipocytes

To better understand the molecular basis underlying the role of autophagy in eosinophils, we performed total RNA-seq in control and *Atg5*-knockout eosinophils isolated from bone marrow and blood of *Atg5* ^eo^ **^Δ^** *Il5* ^tg^ and ctrl*Il5* ^tg^ mice. 

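RNA from eosinophils isolated from bone marrow and from blood was sequenced as 12 libraries, 3 from Atg5-knockout mice and 3 from control mice for each tissue. The Atg5-knockout mice carried floxed Atg5, the Cre recombinase under the eosinophil peroxidase gene and the Il5 transgene, and the control mice carried the recombinase and the transgene without floxed Atg5. The authors aligned the reads with HISAT2, counted them per gene with featureCounts, and deposited the counts without normalization. The header of the count table names the annotation of Ensembl release 92 on GRCm38 and gives no option for strand, so that reads of antisense genes that overlap were not separated. The Methods name an annotation on GRCm39. The coordinates given with the RNA-seq values are those of the count table, on GRCm38. Between 18885052 and 30270166 reads per library were counted on genes, with a median of 27073435 in Atg5-knockout and 27132408 in control bone marrow eosinophils, and of 22649867 and 23777837 in blood eosinophils. Replicates of a group differed by more than the sampling noise of the counts, with a chi-square per degree of freedom between 15.6 and 325 over the pairs of replicates. Each tissue was fitted by itself with edgeR's quasi-likelihood test after TMM normalization, on the 13781 genes in bone marrow and the 13460 in blood that passed edgeR's filter on low counts. The biological coefficient of variation was 0.146 in bone marrow and 0.365 in blood. The thresholds were those of the paper, an adjusted p under 0.05 (Benjamini-Hochberg) and a log2 fold change beyond 2 in either direction. Expression is given as CPM with TMM factors, as mean ± SD of 3 libraries. Atg5, on chromosome 10 from 44268358 to 44364291, had 34.7 ± 2.04 CPM (SD, n = 3) in Atg5-knockout and 47.1 ± 3.49 CPM (SD, n = 3) in control bone marrow eosinophils, a log2 fold change of -0.44 (standard error 0.11, adjusted p = 0.157 from edgeR's test). In blood it had 43.3 ± 8.52 CPM (SD, n = 3) against 43.5 ± 8.80 CPM (SD, n = 3). These counts sum all exons of Atg5 and therefore do not check a deletion of part of the gene.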

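The share of counts on lists of marker genes, written before the data were examined, described the cells in each library. The 10 eosinophil genes took 9.53 ± 0.788% (SD, n = 3) of the counts in Atg5-knockout and 8.42 ± 0.596% (SD, n = 3) in control bone marrow libraries (exact permutation test, two-sided, p = 0.2, where 3 against 3 libraries cannot go below 0.1). In blood they took 2.46 ± 0.573% (SD, n = 3) and 3.09 ± 0.909% (SD, n = 3) (exact permutation test, p = 0.4). The 13 red cell genes took 14.6% of the counts in blood control replicate 1, with a 95% Wilson interval from 14.58 to 14.61% that covers counting error only. They took 0.539 and 1.42% in the other blood control libraries and between 0.422 and 0.730% in the blood Atg5-knockout libraries. In bone marrow the share of these genes was 0.448 ± 0.263% (SD, n = 3) in Atg5-knockout and 0.196 ± 0.0557% (SD, n = 3) in control libraries. The 12 platelet genes took 0.0302 ± 0.000282% (SD, n = 3) in Atg5-knockout and 0.0496 ± 0.0147% (SD, n = 3) in control blood libraries, with every Atg5-knockout library below every control library. Over the 14 comparisons of 7 marker lists in 2 tissues, the lowest exact permutation p was 0.1, and 0.7 after Benjamini-Hochberg adjustment. These tests treat the libraries as unpaired, although blood libraries of the same replicate number deviated together. In every such blood pair, the red cell, platelet and eosinophil shares were lower in the Atg5-knockout library. The B cell, T cell, and monocyte and macrophage shares were higher in it in every pair, and the neutrophil share went both ways. With 3 pairs this does not decide on chance.

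**Figure D1:**
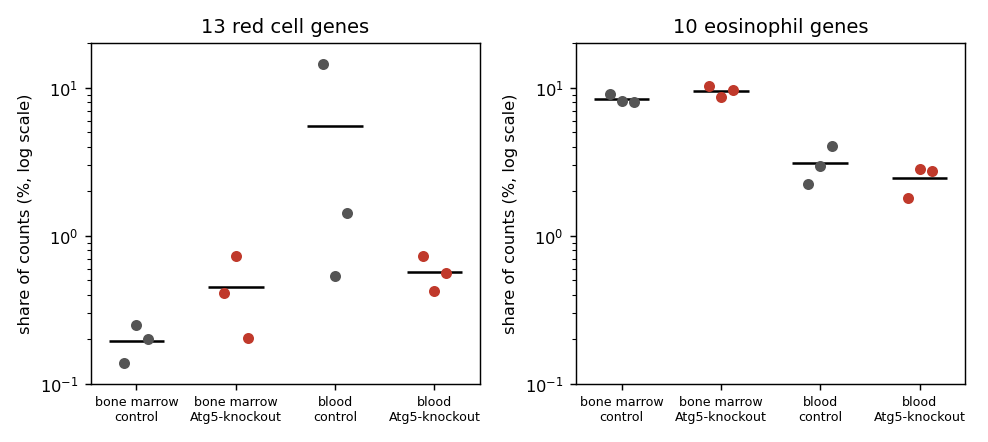
Share of counts on the red cell genes and on the eosinophil genes per library, in percent on a log scale, by tissue and genotype. Points are libraries and lines are the means of 3. Blood control replicate 1 stands at 14.6% on the red cell genes.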

The purity of the isolated eosinophils is depicted in **Supplementary Figure 2C**. 

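In bone marrow eosinophils, 13 genes passed both thresholds, 9 higher and 4 lower in Atg5-knockout than in control libraries. Without the fold threshold there were 48 genes at an adjusted p under 0.05, of which 20 were higher and 28 lower, and 1333 genes had an unadjusted p under 0.05. In 1956 genes (14.2%) all 3 Atg5-knockout libraries lay on one side of all 3 control libraries, where chance gives 10%. The lowest p belonged to Serpina11, which lies on chromosome 12 from 103980243 to 103989957 and had 4.44 ± 0.428 CPM (SD, n = 3) against 58.2 ± 3.83 CPM (SD, n = 3), a log2 fold change of -3.71 (standard error 0.13, adjusted p = 2.06e-08 from edgeR's quasi-likelihood test). Serpina9, its neighbour, which like Serpina11 overlaps Gm28577, rose by a log2 fold change of 3.31 from 13 counts over the 3 control libraries to 134. Gdpd3, on chromosome 7 from 126766334 to 126775649, rose from 2.67 ± 0.683 to 51.8 ± 6.46 CPM (SD, n = 3 each), a log2 fold change of 4.27 (standard error 0.18, adjusted p = 8.00e-08 from the same test). From first to last base, introns included, Gdpd3 overlaps the antisense gene Gm9967 by 7568 bases. The largest decreases were those of Eps8l1, with 3 counts over the Atg5-knockout and 177 over the control libraries, and of Gm47917, with 3 against 137 counts. Eps8l1 lies on chromosome 7 close to Pira1 and Gm15931, paralogs of one family whose reads the counting could have divided and whose log2 fold changes were 2.69 and 2.70. Gm47917 lies wholly within Man1a on the other strand. Tdg-ps2, a processed pseudogene of Tdg with 99.2% identity over the matched bases, had a log2 fold change of 3.33 (standard error 0.22) while Tdg itself fell by 0.94 on the log2 scale. The other genes past both thresholds were the pseudogenes Gm10155 and Gm4742, at 3.21 and 2.44, Retnla at -2.08, and Arg2 with the antisense gene Gm48780 that lies within it. Without a filter on low counts the test gave 40 genes higher and 16 lower, and by adjusted p alone there were 20 higher and 28 lower.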

Using DESeq2 for differential expression analysis, we identified 10 up-regulated and 3 down-regulated genes in bone marrow-isolated eosinophils of *Atg5* ^eo^ **^Δ^** *Il5* ^tg^ compared to ctrl*Il5* ^tg^. In blood-isolated eosinophils of *Atg5* ^eo^ **^Δ^** *Il5* ^tg^ compared to ctrl*Il5* ^tg^, we found 12 up-regulated and 13 down-regulated genes (adjusted *p* value < 0.05; |log2 fold change| > 2) (**Figures 3A, B**, and **Supplementary Figures 2A, B**) (GEO accession GSE245134). 

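In blood eosinophils, 5 genes passed both thresholds in edgeR's quasi-likelihood test, all higher in Atg5-knockout libraries, and the same 5 passed them in bone marrow. At an unadjusted p under 0.05 there were 148 higher and 199 lower genes, 347 of 13460. That is a smaller share than the threshold itself gives by chance in unpaired libraries. The groups did not overlap in 1007 genes (7.48%, where chance gives 10% for unpaired libraries). Blood libraries of the same replicate number deviated together, so the share that chance gives in blood is not known. DESeq2 called 12 higher and 4 lower genes in the 6 blood libraries, and 15 higher and 19 lower when fitted with all 12 libraries, while limma-voom called 4 higher genes and no lower one. With the replicate number as a block, edgeR's test called 7 higher genes and 1 lower gene, Serpina11, in blood. Gdpd3 was highest in rank, with 114 ± 24.5 CPM (SD, n = 3) against 2.78 ± 0.263 CPM (SD, n = 3), a log2 fold change of 5.35 (standard error 0.25, adjusted p = 0.000101 from edgeR's test). Gm15931, a pseudogene on chromosome 7 from 4274189 to 4282645, had a log2 fold change of 3.05 (standard error 0.29, adjusted p = 0.0132), and its paralog Pira1 one of 2.57 (standard error 0.31, adjusted p = 0.0479) from the same test. Serpina11 had a log2 fold change of -2.98 (standard error 0.42) with an adjusted p of 0.107 from the same test (from 0.00647 to 1.00 with a library left out, and under 0.05 in DESeq2 and with the block but not in limma-voom), and lay lower in all 3 Atg5-knockout libraries. Gm2539, Fbxl13 and Or2n2-ps1 had no count in the 3 control libraries. Against a floor of 3 counts over the group they were at least 36.9-fold, 28.7-fold and 21.2-fold higher in Atg5-knockout libraries, with an adjusted p between 0.385 and 0.611. The red cell genes Hbb-bt and Alas2 had log2 fold changes of -3.82 and -4.35, and without blood control replicate 1 of -0.75 and -1.14. Fits with 1 library left out called between 2 and 5 higher genes and at most 1 lower gene. Without blood control replicate 1, Gm48780 was no longer called and Dynlt1b was newly called.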

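Arg2 lies on chromosome 12 from 79130777 to 79156301. In bone marrow eosinophils it had 29.9 ± 2.09 CPM (SD, n = 3) in Atg5-knockout and 1.71 ± 0.0420 CPM (SD, n = 3) in control libraries, from 2420 and 138 counts over the groups. The log2 fold change was 4.12 (standard error 0.15, adjusted p = 2.06e-08 from edgeR's quasi-likelihood test), a 17.4-fold difference. In blood eosinophils the values were 65.5 ± 17.8 CPM (SD, n = 3) and 1.60 ± 0.522 CPM (SD, n = 3), from 4600 and 108 counts. The log2 fold change in blood was 5.34 (standard error 0.35, adjusted p = 0.000806 from the same test), a 40.4-fold difference. Every Atg5-knockout library lay above every control library of its tissue, by far more than the spread between replicates (exact permutation of 3 against 3 libraries cannot give a p below 0.1). With each library left out in turn the log2 fold change stayed between 4.06 and 4.15 in bone marrow and between 5.12 and 5.57 in blood, with an adjusted p of at most 0.026. Gm48780, a non-coding gene on the other strand that lies within Arg2 over all of its 997 bases, had log2 fold changes of 4.27 and 3.02, and its reads and those of Arg2 were not separated by strand. Arg1, which encodes the cytosolic isoform, had between 1 and 23 counts over the 3 libraries of a group and was not tested. From this increase the paper went on to measure Arg2 by quantitative PCR and immunoblotting, and arginase activity, which it found only in Atg5-knockout eosinophils. It also varied L-arginine on adipocytes and gave them eosinophil supernatants with and without an arginase inhibitor, which attenuated the loss of beiging. The paper reasons that the higher arginase activity of these eosinophils lowers the L-arginine that adipocytes need for beiging (Figure 3).

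**Figure D2:**
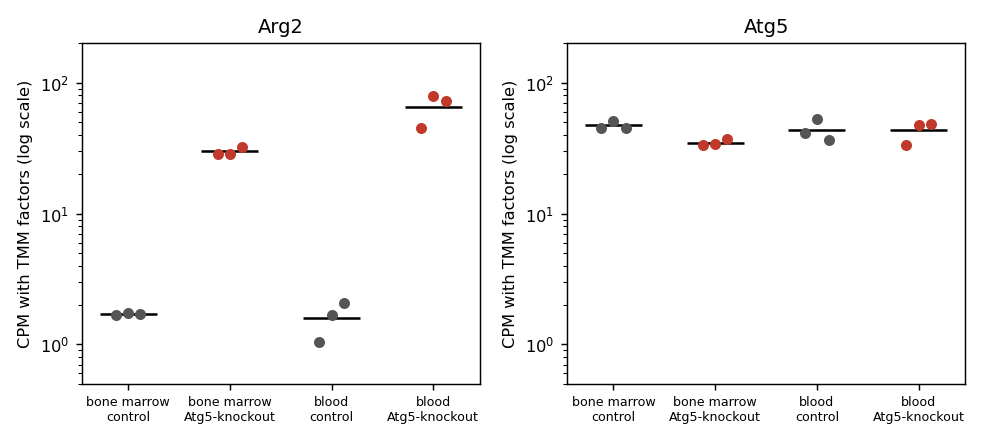
CPM of Arg2 and of Atg5 per library on a log scale, by tissue and genotype. Points are libraries and lines are the means of 3. Arg2 means are 29.9 and 65.5 CPM in Atg5-knockout libraries of bone marrow and blood, against 1.71 and 1.60 CPM in control libraries.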

Of note, arginase type II (*Arg2*) was one of the most up-regulated genes in both bone marrow and blood eosinophils (log2FC = 4.1 and 5.3, respectively). It has been shown that an increase in *Arg2*, which hydrolyzes L-arginine to urea and L-ornithine, is involved in cardiovascular disease conditions by reducing L-arginine availability. Inversely, the deletion of *Arg2* leads to an upregulation of *Ucp1* (41). We further validated the expression of *Arg2* mRNA by qPCR in eosinophils isolated from the blood and bone marrow of *Atg5* ^eo^ **^Δ^** *Il5* ^tg^ and ctrl*Il5* ^tg^ mice (**Figure 3C**). Moreover, the immunoblot analysis confirmed the upregulation of ARG2 also at the protein level (**Figure 3D**). Intriguingly, the arginase activity was detected exclusively in *Atg5*-knockout eosinophils and was absent in control eosinophils (**Figure 3E**).

**Figure 3:**
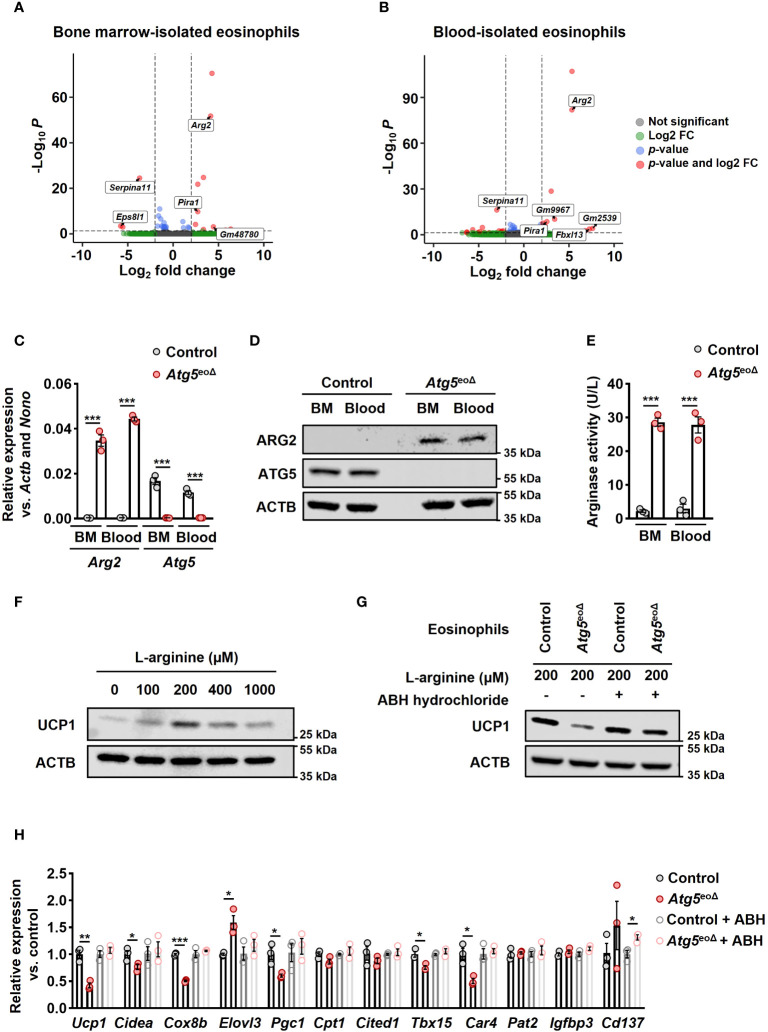
ATG5 deficiency in eosinophils induces *Arg2* expression, resulting in decreased beiging in adipocytes. **(A, B)** RNA-seq. The volcano plot of differentially expressed genes (DEGs) in bone marrow **(A)** and blood **(B)**-isolated eosinophils from *Atg5* ^eoΔ^ *Il5* ^tg^ was compared to bone marrow and blood-isolated eosinophils from Ctrl*Il5* ^tg^. A total of 13 and 25 DEGs were identified, respectively. **(C)** Quantitative PCR. The isolation of eosinophils from bone marrow (BM) and blood of Ctrl*II5* ^tg^ and *Atg5* ^eoΔ^ *II5* ^tg^ mice was followed by gene expression analysis for *Arg2* and *Atg5*. The expression of the target genes was normalized using *Actb* and *Nono* as reference genes (n=3). **(D)** Immunoblotting. Protein lysates from freshly isolated BM and blood-derived eosinophils of Ctrl*II5* ^tg^ and *Atg5* ^eoΔ^ *II5* ^tg^ mice were subjected to analysis for ATG5 and ARG2 protein expression. ACTB protein levels were utilized as loading controls. **(E)** Arginase activity assay. Eosinophils freshly isolated from BM and blood samples of Ctrl*II5* ^tg^ and *Atg5* ^eoΔ^ *II5* ^tg^ mice were subjected to an arginase activity assay (n = 3). **(F)** Immunoblotting. Protein lysates were obtained from mature adipocytes incubated in L-arginine free DMEM supplemented with different L-arginine concentrations for five hours. ACTB protein levels served as loading controls. **(G)** Immunoblotting. Eosinophils were cultured in the presence and absence of ABH-hydrochloride, and their supernatants were applied to adipocytes, followed by UCP1 immunoblotting. **(H)** Quantitative PCR. qPCR was performed on adipocytes that underwent the same treatments described in the previous section to evaluate the expression level of thermogenic genes. Expression levels were normalized using *Actb* and *Nono* as reference genes and compared to control mice. (n = 3). Values are means ± SEM. * *p* < 0.05; ** *p* < 0.01; *** *p* < 0.001.

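The comparisons in bone marrow and in blood were set beside each other over the 12704 genes tested in both. Of the 48 genes at an adjusted p under 0.05 in bone marrow, 47 were tested in blood, where 41 changed in the same direction and 23 had an unadjusted p under 0.05. The 5 genes past both thresholds in both tissues were Arg2, Gdpd3, Gm15931, Gm48780 and Pira1. The difference of the knockout effect between blood and bone marrow was tested as an interaction in a fit of all 12 libraries. Of 14712 genes, edgeR's quasi-likelihood test gave none at an adjusted p under 0.05 (lowest adjusted p 0.406). At an unadjusted p under 0.05 it gave 740, about the share that the threshold itself gives by chance. DESeq2 gave 11 at an adjusted p under 0.05. On chromosomes 7, 10 and 12 lay 29 of the 48 bone marrow genes (60.4%), against 16.2% of all tested genes. These are the chromosomes with the most of the 48 genes, so their choice in part fixes the contrast, which is no test. Gm48780 within Arg2 and the paralogs of the Pira family are counted as separate genes.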

Arginase 2 can impact L-arginine levels by catalyzing the conversion of L-arginine into L-ornithine and urea (42). L-arginine has been shown to promote the development of brown AT in fetal lambs from obese ewes (43). Furthermore, brown adipocyte precursor cells exhibit concentration-dependent responses to L-arginine, affecting their growth, protein turnover, and cell signaling pathways. An optimal extracellular concentration of 200 μmol for UCP1 expression, equivalent to L-arginine concentrations in the maternal plasma of obese ewes receiving L-arginine supplementation, has been reported (44). We conducted experiments to assess the impact of varying L-arginine concentrations on murine mature adipocytes. Our findings also indicate a concentration-dependent relationship between the L-arginine concentration and the expression of thermogenic genes, with an optimal extracellular concentration of 200 μmol (**Figure 2F** and **Supplementary Figure 2D**). To assess the impact of *Atg5* in eosinophils on mature adipocytes, along with exploring the role of *Arg2*, we cultured control and *Atg5*-knockout eosinophils in L-arginine free DMEM supplemented with 200 μmol L-arginine in the presence and absence of the arginase inhibitor ABH-hydrochloride, and subsequently, adipocytes were treated with eosinophils’ supernatants (**Supplementary Figure 3A**). The results from immunoblot analysis for expression of UCP1 (**Figure 3G**) and mRNA expression analyses of thermogenic genes (**Figure 3H**) clearly indicate that *Atg5*-knockout eosinophils significantly reduce adipocyte beiging, and the effect can be attenuated by suppressing arginase activity. These findings suggest that defective autophagy in eosinophils is associated with an upregulation of *Arg2*, which suppresses the process of adipocyte beiging.

### 3.4 The absence of *Atg5* in eosinophils is associated with an induction of IFNγ expression in macrophages, resulting in reduced beiging in adipocytes

Previous reports have shown the significance of eosinophils in AT for sustaining alternatively activated AT-macrophages and regulating inflammation in white AT associated with obesity-related metabolic disorders (21, 45, 46). Therefore, we investigated the influence of *Atg5*-knockout eosinophils on macrophages. While we did not observe any alterations in the abundance of inguinal AT-macrophages (**Supplementary Figure 4A**), we detected an increase in CD86 levels, a marker of M1 macrophages (47) (**Figure 4A**). To evaluate the influence of *Atg5*-knockout eosinophils on macrophage cytokine signaling, we examined the expression of various pro-inflammatory and anti-inflammatory genes in macrophages co-cultured with either control or *Atg5*-knockout eosinophils. mRNA expression analysis showed an upregulation of *Ifng* in macrophages co-cultured with *Atg5*-knockout eosinophils compared to those co-cultured with control eosinophils or medium (**Figure 4B** *left panel* and **Supplementary Figure 4B**). This observation was confirmed by quantifying interferon-γ (IFNγ) protein concentrations in the co-cultured supernatants using ELISA assay (**Figure 4B**, *right panel*). Additionally, we examined whether a similar increase in mRNA expression of *Ifng* occurred in the inguinal AT of *Atg5* ^eoΔ^ compared to control mice. Indeed, we also observed an upregulation of *Ifng* mRNA in inguinal AT of *Atg5* ^eoΔ^ mice, supporting our findings under *in vivo* conditions (**Figure 4C**).

**Figure 4:**
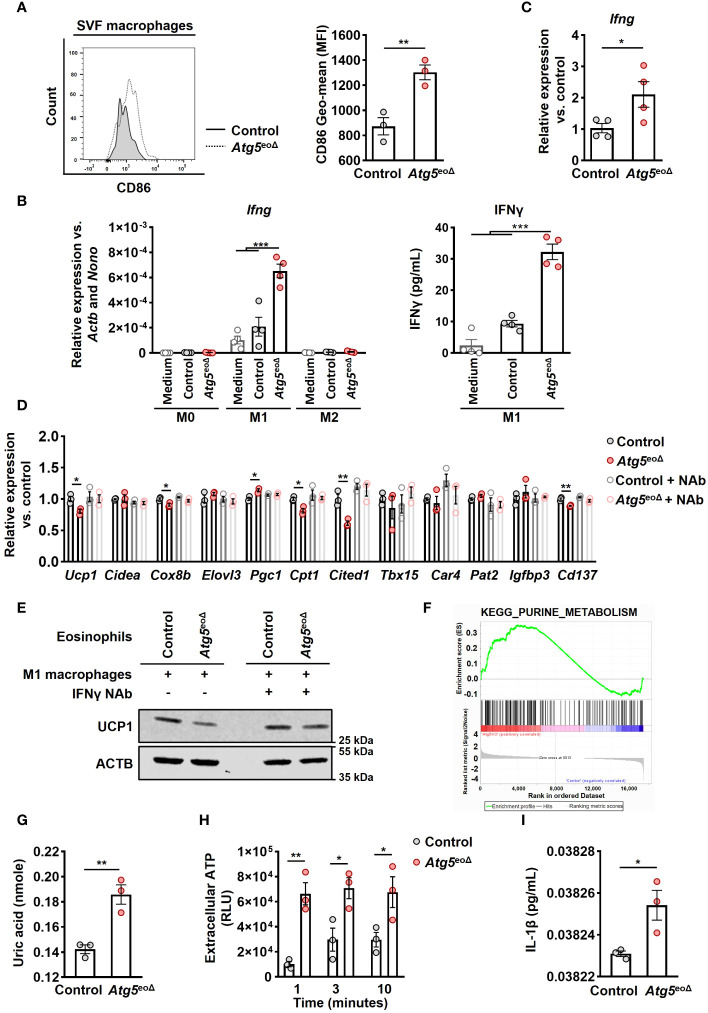
*Atg5*-knockout eosinophils trigger IFNγ expression in macrophages, resulting in the inhibition of beiging. **(A)** Flow cytometry. Representative original flow cytometry data of CD86 expression in macrophages (CD11b^+^ and F4/80^+^) within the SVF of control and *Atg5* ^eoΔ^ mice are presented. (Right) CD86 expression levels (Geometric mean fluorescence intensity) were quantified in macrophages (n=3). **(B)** (left) Quantitative PCR. *Ifng* expression levels were measured by qPCR on macrophages polarized in medium alone or in the presence of either control or *Atg5*-knockout eosinophils. Expression levels were normalized using *Actb* and *Nono* as reference genes and compared to the medium alone conditions (n=4). (right) ELISA measurements. IFNγ concentrations were measured in the supernatant of macrophages polarized under previous conditions (n=4). **(C)** Quantitative PCR. *Ifng* expression levels in inguinal AT were measured by qPCR, normalized using *Actb* and *Nono* as reference genes, and compared to the control mice (n=4). **(D)** Quantitative PCR. Macrophages were polarized in the presence of either control or *Atg5*-knockout eosinophils for 24 hours, with or without the presence of an IFNγ neutralization antibody (NAb). Subsequently, adipocytes were treated with the resulting supernatant for five hours, followed by qPCR analysis of thermogenic genes. The expression levels were normalized with *Actb* and *Nono* and compared to the control condition (n = 3). **(E)** Immunoblotting. UCP1 expression in adipocytes subjected to the same treatments described in the previous section was evaluated. **(F)** Pathway analysis. Purine metabolism pathway were among the enriched pathways. Enrichment analysis was performed with the KEGG curated gene set collection by GSEA. **(G)** Uric acid. Freshly isolated eosinophils from both Ctrl*II5* ^tg^ and *Atg5* ^eoΔ^ *II5* ^tg^ mice underwent quantification of uric acid levels (n = 3). **(H)** ATP release. ATP in cell-free supernatant of control and *Atg5*-knockout eosinophils was measured by ATP-dependent luciferase activity using an ATP determination kit (n = 3). **(I)** ELISA measurements. IL-1β concentrations were measured in the supernatant of macrophages polarized in the presence of either control or *Atg5*-knockout eosinophils (n=3). Values are means ± SEM. * *p* < 0.05; ** *p* < 0.01; *** *p* < 0.001.

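A running enrichment score was computed for the hand-written list with the signal-to-noise ratio of log2 CPM as the ranking, the metric shown in Figure 4F, and tested by exact permutation of the genotype labels within each tissue. In bone marrow the score was 0.367, reached at rank 3903 of 13781 genes, and 2 of the 20 labelings gave a deviation as large (exact permutation test, two-sided, p = 0.1, the smallest that 3 against 3 libraries allow). In blood the largest deviation was -0.192, near rank 12459 of 13460, with a peak of 0.184 at rank 4199 on the other side (exact permutation test, p = 0.9). Over both tissues together the score was 0.252, and 240 of 400 labelings gave as much (exact permutation test, p = 0.6, where the smallest possible is 0.005). That ranking took the spread over all libraries of a genotype, without a term for tissue. Differences between the tissues enter the spread and may hide an enrichment. For the enzymes of synthesis, salvage and breakdown alone the scores were 0.291 in bone marrow, 0.2003 in blood and 0.300 over both. In blood the sign depended on single libraries, with a score of 0.376 without control replicate 1 and of 0.302 without Atg5-knockout replicate 3.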

To investigate the functional role of IFNγ, we induced macrophage polarization in the presence and absence of either control eosinophils or eosinophils lacking *Atg5* for 24 hours. This co-culturing process was carried out in the presence and absence of an IFNγ NAb, and adipocytes were then exposed to the resulting supernatants (**Supplementary Figure 3B**). As depicted in **Figure 4D**, macrophages stimulated with the conditioned media from *Atg5*-knockout eosinophils reduced beiging in adipocytes. This effect was not observed in the presence of the IFNγ NAb (**Figure 4D**). Immunoblot analysis of UCP1 protein expression in adipocytes confirmed the mRNA expression results (**Figure 4E**).

To understand the mechanism by which autophagy deficiency in eosinophils induces IFNγ production in macrophages, we utilized Gene Set Enrichment Analysis (GSEA) on gene expression data from both control and *Atg5*-knockout eosinophils after normalization. The data analysis revealed a notable enrichment of purine metabolism in *Atg5*-knockout eosinophils (**Figure 4F**). 

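The members of the KEGG set are not listed in the paper's text, so a list of 169 genes of purine metabolism was written by hand before the data were examined, of which 165 were found in the count table. The text does not name the tissue of the GSEA, and each tissue was tested by itself with camera on log2 CPM, two-sided. In bone marrow eosinophils 119 genes of the list were tested, with a median log2 fold change of 0.067 and 73 higher against 46 lower in Atg5-knockout libraries (p = 0.108 from camera with a preset correlation, 0.287 adjusted over 8 lists). The p was 0.122 from fry and 0.303 from camera with an estimated correlation. Of the 15 members with an unadjusted p under 0.05, 9 were higher. 1 member had an adjusted p under 0.05, both over all genes and adjusted over the list alone: Pde3b, a phosphodiesterase, at a log2 fold change of -0.69 (standard error 0.11, adjusted p = 0.0236 from edgeR's quasi-likelihood test). Polr3gl and Pde7a followed with log2 fold changes of -0.57 and -0.37 and adjusted p of 0.173 and 0.283 from the same test. In blood eosinophils the median over 120 genes was 0.049 and the mean 0.0046, with 66 higher and 54 lower (adjusted p = 0.800 over 8 lists from limma's camera). The members of lowest p in blood were Gmpr, Rrm2 and Prps1, at log2 fold changes of -1.29, -0.85 and 0.43 and unadjusted p of 0.0374, 0.0544 and 0.0638. The bone marrow median ranged from 0.033 with the polymerases alone to 0.077 over the other gene lists, filters, normalizations and tests. In blood it was -0.023 without a filter on low counts. Xdh, whose product makes uric acid, had a log2 fold change of 0.24 (standard error 0.11, adjusted p = 0.529) in bone marrow and -0.22 (standard error 0.52, adjusted p = 1) in blood. From the enrichment in Figure 4F the paper goes on to measure uric acid, the end product of the pathway, and ATP release. It found both higher in Atg5-knockout eosinophils, and IL-1β higher in supernatants of macrophages polarized with these eosinophils. The paper proposes that uric acid and ATP raise local IL-1β production and with it interferon-γ.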

Subsequently, we examined the concentration of uric acid, which is the end product of the purine metabolic pathway (48). A significant increase in uric acid levels was observed in *Atg5*-knockout compared to control eosinophils (**Figure 4G**). Uric acid has been documented as an endogenous danger signal for eosinophils, prompting the release of ATP (49). Thus, we investigated the release of ATP from both control and *Atg5*-knockout eosinophils and observed an elevated ATP release at various time points in *Atg5*-knockout eosinophils (**Figure 4H**). Both uric acid and extracellular ATP can activate the NLRP3 inflammasome, increasing IL-1β production (50, 51). Consistent with this, we observed a significant rise in IL-1β levels in the supernatant of macrophages polarized in the presence of *Atg5*-knockout eosinophils compared to those polarized with control eosinophils (**Figure 4I**).

In summary, these findings suggest that defective autophagy in eosinophils results in increased uric acid and extracellular ATP release, which in turn induce inflammatory cytokines, such as IL-1β and IFNγ. These factors collectively contribute to a phenotypic shift in macrophages toward the inflammatory M1 subtype, which inhibits adipocyte beiging.

## 4 Discussion

Obesity is characterized by an imbalance between white and brown adipose tissues. Obesity significantly elevates the risk of all-cause mortality, including cardiovascular diseases and cancers. Notably, brown and beige ATs are potential therapeutic targets in obese people owing to their inherent thermogenic capabilities and potential to enhance glucose metabolism (52, 53). Immune cells are known to regulate the thermogenic activity of brown and beige ATs (21, 54). While macrophages have received ample attention, a recent study challenged their previously defined role in adaptive thermogenesis via catecholamine production (55). More recently, several studies have obtained evidence for a role of eosinophils in maintaining AT homeostasis (56, 57).

We have previously shown that autophagy positively influences the proliferation of eosinophil precursors but reduces the levels of degranulation and bacterial killing in mature eosinophils (16). In this study, utilizing mice with eosinophil-specific *Atg5* gene deficiency, we observed elevated body weight, impaired glucose metabolism, and reduced beiging. Furthermore, glucose uptake assays conducted on inguinal AT, visceral AT, brown AT, liver, and muscle tissues revealed that white ATs (inguinal AT and visceral AT) exhibited impaired glucose uptake in *Atg5* ^eo^ **^Δ^** compared to control mice. These findings suggest a crucial role of autophagy in eosinophils for maintaining WAT homeostasis and the regulation of thermogenesis. To understand how autophagy in eosinophils influences the adipose tissue metabolism in *Atg5* ^eoΔ^ mice, we examined AT-eosinophil levels, eosinophils-adipocytes interactions, and their effects on AT-macrophages.

Eosinophil levels have been reported to correlate negatively with body weight, resulting in fewer eosinophils within the AT of obese individuals (58). The exposure to cold temperatures, a condition known to stimulate beiging, increases the proportion of eosinophils in AT (57). Despite the delayed maturation in the bone marrow and reduced eosinophil counts observed in blood and various tissues of *Atg5* ^eoΔ^ mice (16), our observations revealed elevated eosinophil counts exhibiting similar maturation and degranulation activity levels in *Atg5* ^eoΔ^ compared to control mice while displaying reduced beige AT in this model. This discrepancy suggests a potential involvement of a compensatory mechanism or altered trafficking dynamics specific to adipose tissue in response to *Atg5* deficiency, prompting further investigation into the intricate regulatory pathways governing eosinophil distribution and function in this unique context. Moreover, our report points to a significant role of autophagy in modulating the functional activity of eosinophils within AT. These observations are in agreement with a recent study, suggesting that the beneficial role of eosinophils in beiging may be more dependent on their functions rather than their numbers, as artificially increasing eosinophil levels in AT using recombinant IL-5 did not result in metabolic benefits (23).

RNA-seq analysis revealed upregulation of *Arg2* in *Atg5*-knockout eosinophils, which was further confirmed by mRNA expression analysis, immunoblotting, and arginase activity assays. It has been shown that the upregulation of arginase, a urea hydrolase enzyme with two isoforms (*Arg1*-cytosolic and *Arg2*-mitochondrial), results in a decrease in L-arginine bioavailability, which is implicated in pathologies associated with obesity and diabetes (59, 60). We observed a concentration-dependent correlation between L-arginine levels and the expression of thermogenic genes in mature murine adipocytes, with the most favorable extracellular concentration being 200 μmol. This finding is in agreement with a prior report on brown adipocyte precursor cells isolated from fetal lambs (44). Interestingly, we observed that conditioned media from *Atg5*-knockout eosinophils reduced adipocyte beiging compared to those from control eosinophils. This effect was blunted by inhibiting arginase activity using a specific inhibitor. Therefore, increased arginase activity provided by autophagy-deficient eosinophils results in increased body weight.

We also found that autophagy deficiency in eosinophils induces a shift in macrophage behavior towards a pro-inflammatory state indicated by increased IFNγ expression. This alteration in macrophages results in reduced beiging of adipocytes. Our observations are in agreement with prior studies that have demonstrated brown/beige AT inflammation is associated with obesity and metabolic diseases (61). Mechanistically, autophagy deficiency in eosinophils leads to the enrichment of purine metabolism, resulting in elevated uric acid levels and increased ATP release. As a result, uric acid and extracellular ATP could activate the NLRP3 inflammasome and augment local IL-1β production, which acts as a co-stimulator of interferon-γ production (62). These findings emphasize the intricate interplay between the immune system and AT in metabolic regulation, providing insights into potential mechanisms underlying obesity-related metabolic disorders.

Taken together, our study provides direct evidence for the involvement of ATG5 in eosinophils in inducing beiging and reducing adiposity, both by directly reducing L-arginine levels due to increased arginase activity and indirectly by creating a heightened inflammatory environment, as illustrated in our proposed model (**Figure 5**). In this scenario, the direct effect of eosinophils on adipocytes through the expression of *Arg2* might be more important than the indirect effect through macrophages, as assessed by expression level of thermogenic genes. Our findings demonstrate that autophagy regulates the functional activity of eosinophils to maintain adipose tissue homeostasis. However, it is worth noting that ATG5 can also play a role in functions that are not reliant on autophagy (63). Therefore, although we have previously shown that *Atg5*-knockout eosinophils lack autophagy (16), but some of the observed effects in this report might be regulated by ATG5 in an autophagy-independent manner. Nevertheless, the findings of this study point to a direct role of eosinophils in regulating adipocytes, besides regulating macrophages, and add new information, which may provide potential new avenues for innovative therapeutic approaches.

**Figure 5:**
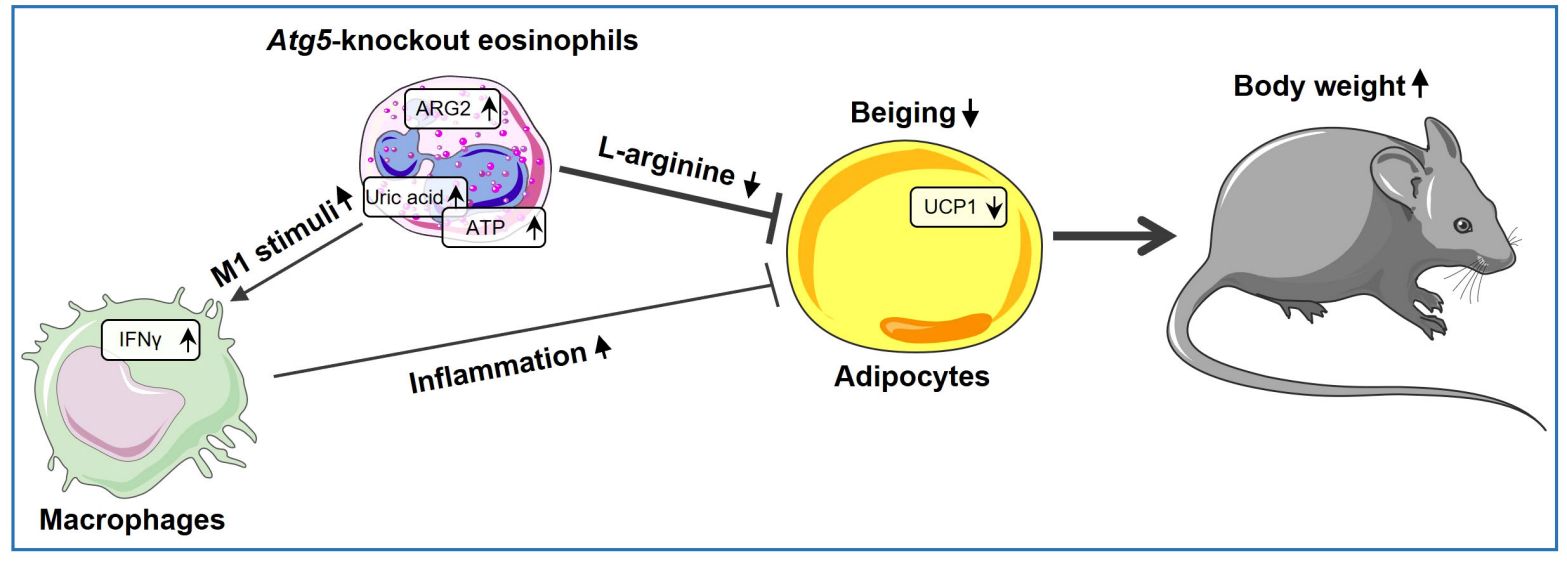
*Atg5*’s role in eosinophils shaping beige adipocyte development. ARG2 is upregulated in *Atg5*-knockout eosinophils, leading to decreased L-arginine bioavailability and reduced adipocyte beiging. Simultaneously, eosinophil autophagy deficiency enriches purine metabolism, resulting in elevated uric acid levels and increased ATP release. As a result, uric acid and extracellular ATP can activate the NLRP3 inflammasome, augmenting local IL-1β production and increasing IFNγ expression, thereby inducing a shift in macrophage behavior toward a pro-inflammatory state, which decreases adipocyte beiging.

## Data availability statement

The raw sequence data have been deposited in the Gene Expression Omnibus (GEO), accession number GSE245134. https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE245134.

## Ethics statement

The animal study was approved by Veterinary Office of the Canton of Bern and conducted under Swiss federal legislation on animal welfare under animal license number BE26/2021. The study was conducted in accordance with the local legislation and institutional requirements.

## Author contributions

AH: Formal analysis, Investigation, Methodology, Software, Validation, Visualization, Writing – original draft. NG: Investigation, Methodology, Writing – original draft. NM: Investigation, Methodology, Writing – original draft. DS: Methodology, Writing – original draft. KO: Methodology, Writing – original draft. SY: Conceptualization, Formal analysis, Funding acquisition, Investigation, Methodology, Supervision, Writing – review & editing. HS: Conceptualization, Funding acquisition, Investigation, Project administration, Resources, Supervision, Writing – review & editing.

# Supplementary material for: The regulatory role of eosinophils in adipose tissue depends on autophagy
**Source:** Front Immunol. 2024 Jan 3;14:1331151. doi: 10.3389/fimmu.2023.1331151
**Supplement:** Supplementary file 1

Supplementary Material

The Regulatory Role of Eosinophils in Adipose Tissue Depends on Autophagy

Aref Hosseini^1^, Nina Germic^1^, Nikita Markov^1^, Darko Stojkov^1^, Kevin Oberson^1^, Shida Yousefi^1^, Hans-Uwe Simon^1,2*^

**Supplementary Figure count: 4**

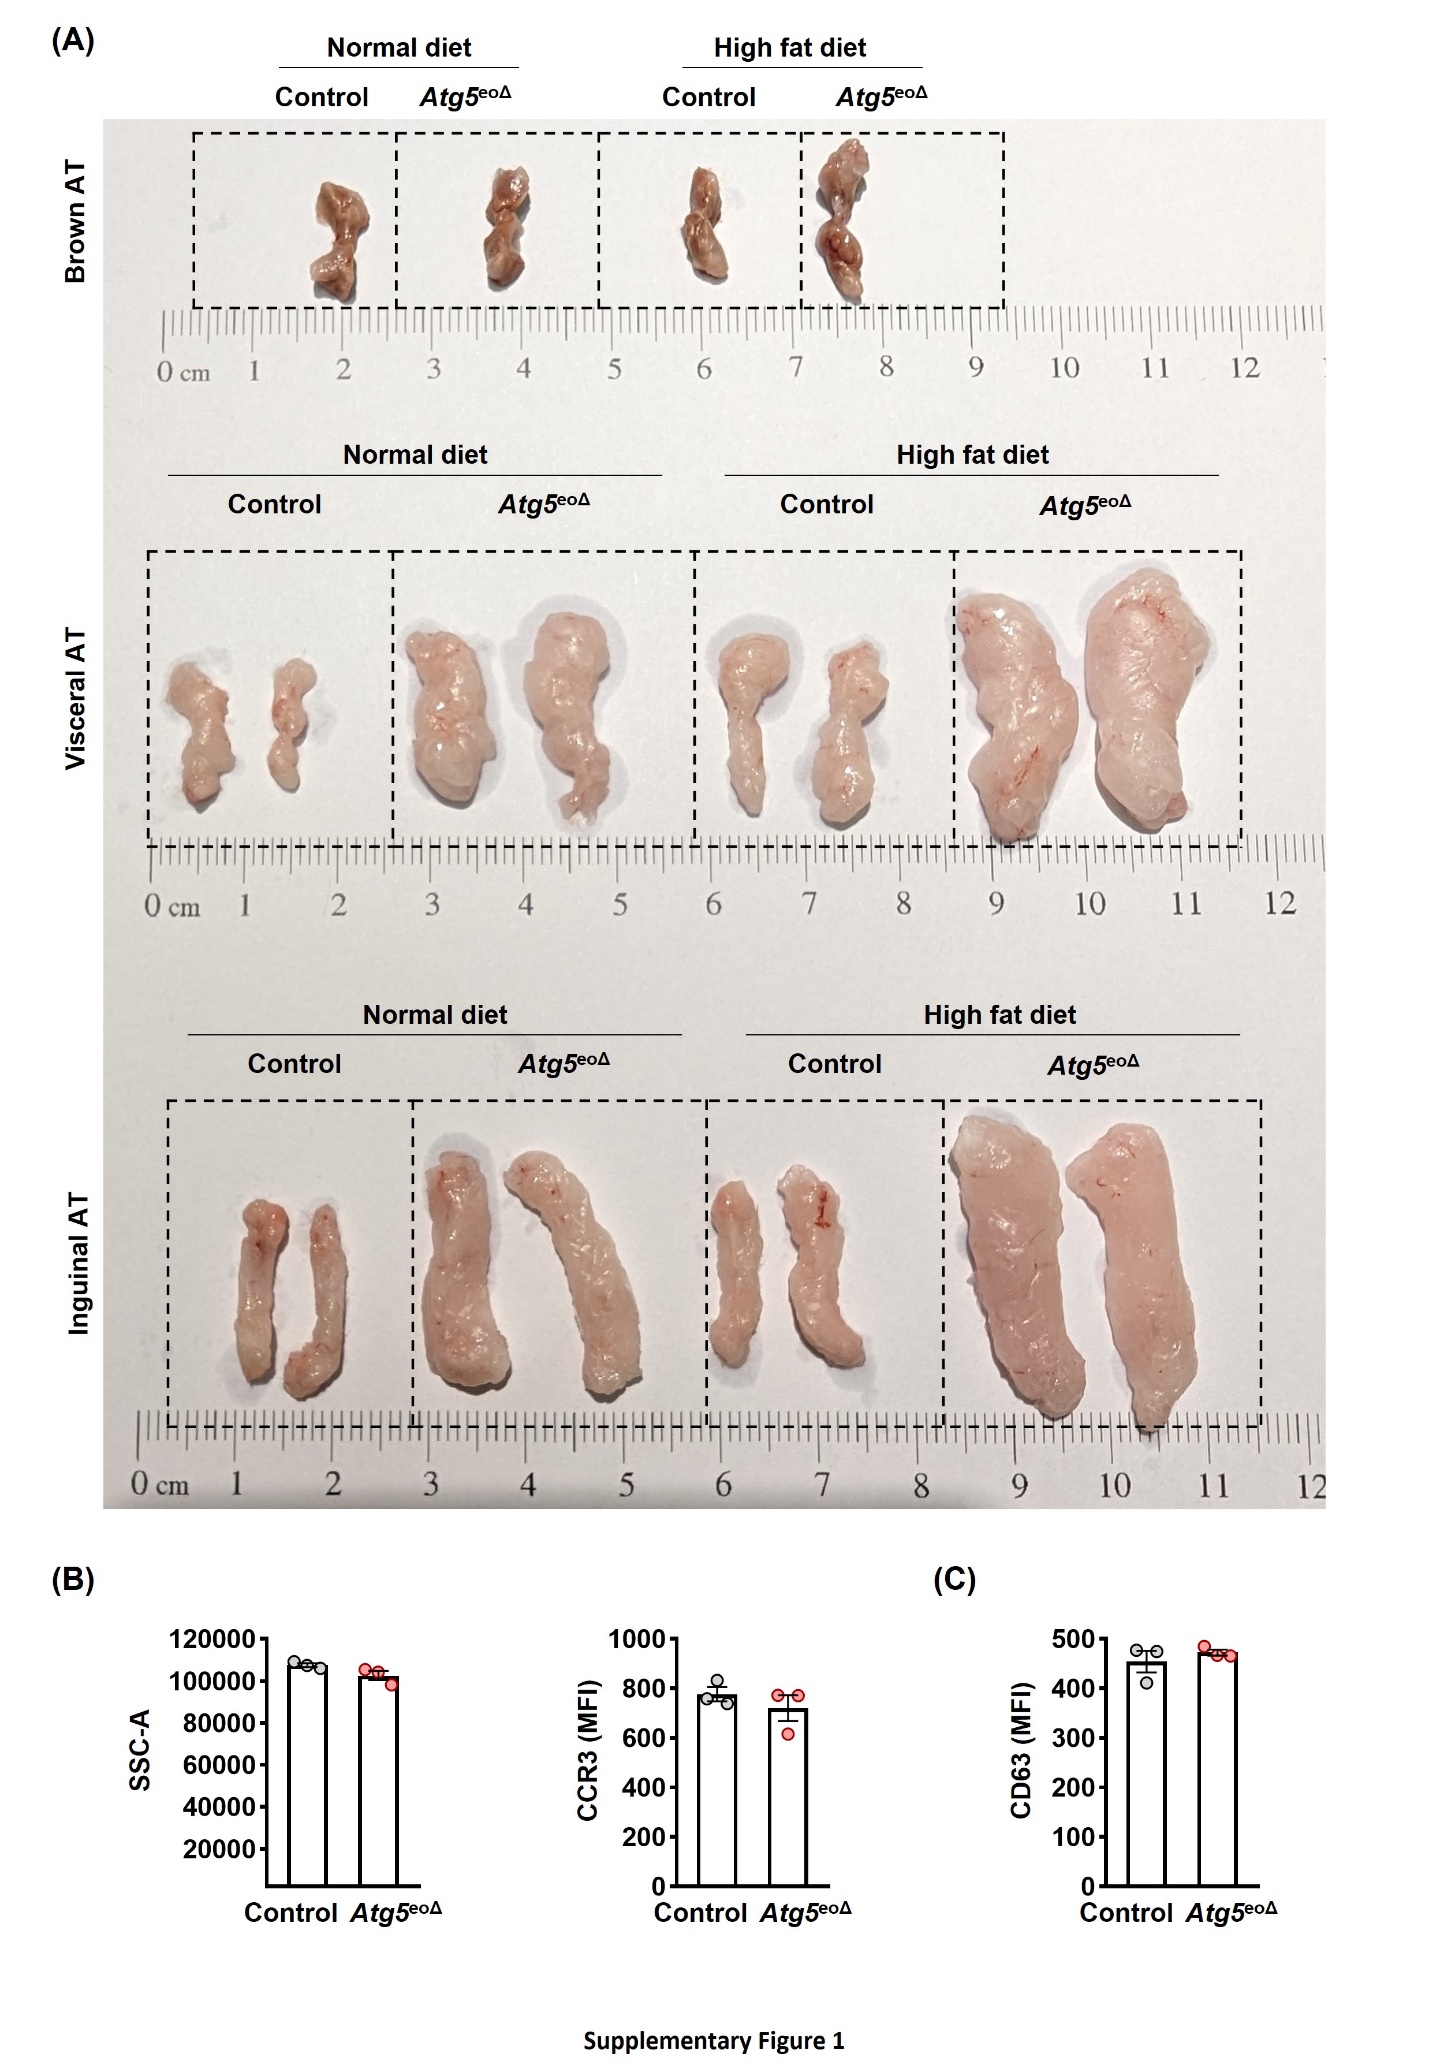

**Supplementary Figure 1. Visual representation of brown, visceral, and inguinal ATs in control and *Atg5*^eoΔ^ mice and phenotype of eosinophils in adipose tissue.**

(A) Comparisons of brown, visceral, and inguinal ATs between control and *Atg5*^eoΔ^ mice under either normal or high-fat diet. (B) Flow cytometry. Eosinophils in SVF were analyzed for their maturity and granularity status using CCR3 and SSC-A, respectively (n = 3). (C) Flow cytometry. The activity of eosinophils in SVF was analyzed by utilizing CD63 expression as a degranulation marker (n = 3).

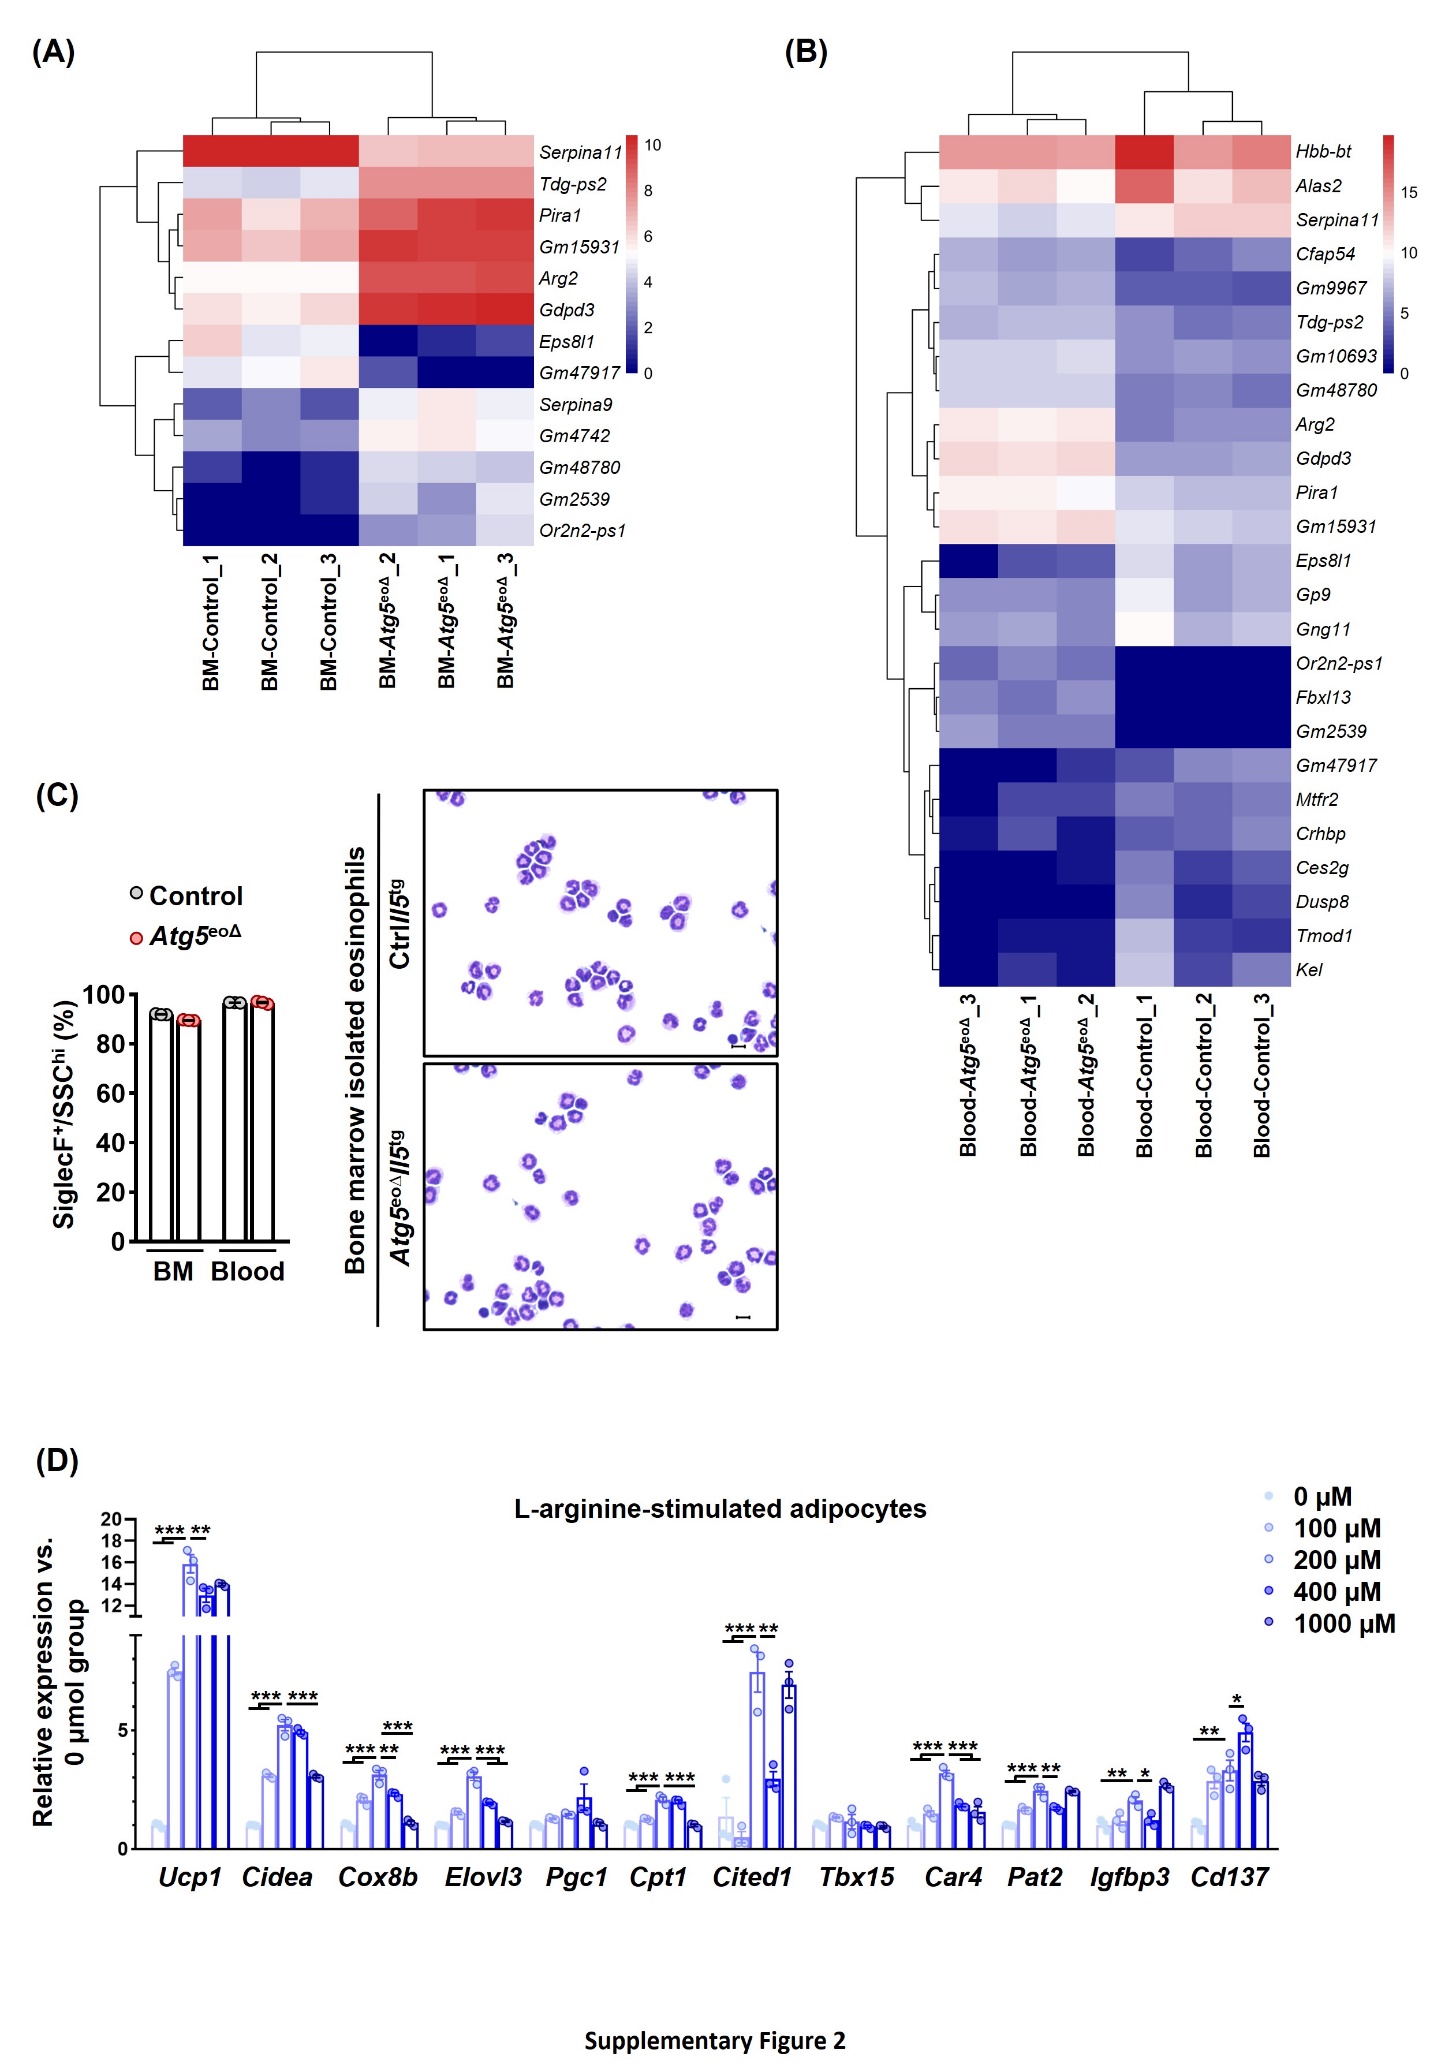

**Supplementary Figure 2. *Arg2* is upregulated in *Atg5*-knockout eosinophils, and L-arginine concentration affects beiging in adipocytes.**

(A and B) RNA-seq. To compare DEGs, the heatmaps for eosinophils isolated from bone marrow (A) and blood (B) in *Atg5*^eo∆^*Il5*^tg^ were contrasted with those from Ctrl*Il5*^tg^. 

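The genes of both heatmaps were looked up in the comparison of each tissue by edgeR's quasi-likelihood test. All 13 genes of the bone marrow heatmap had their Atg5-knockout libraries on one side of the control libraries, 10 above and 3 below, and 11 of them were tested. The exceptions were Gm2539, with 59 counts over the Atg5-knockout and 1 over the control libraries, and Or2n2-ps1, with 44 and 0 counts. Both fell under the filter on low counts. Of the 25 genes of the blood heatmap, 12 lay above and 11 below in every library of the Atg5-knockout group, and the other 2 were the red cell genes whose Atg5-knockout and control libraries overlap. In blood 20 of the 25 genes were tested, and each of these had an unadjusted p under 0.05. Ces2g, Dusp8, Gm47917, Kel and Tmod1 had too few counts in blood to be tested, with at most 4 counts over the 3 Atg5-knockout libraries and between 32 and 156 over the control libraries. Blood control replicate 1 alone held 111 of the 119 control counts of Tmod1, 126 of 156 of Kel and 29 of 36 of Dusp8. Mtfr2 and Crhbp had under 1 CPM in blood, and their log2 fold changes there were -2.29 (standard error 0.94) and -2.41 (standard error 0.94). In bone marrow, where Mtfr2 had 25.3 ± 2.23 CPM (SD, n = 3) in control libraries and Crhbp 21.9 ± 1.86 CPM (SD, n = 3), they were -0.027 and -0.19. Cfap54, the gene Gm10693 of the Pira family and the antisense gene Gm9967 rose in blood by log2 fold changes of 2.16, 2.36 and 3.41, and the platelet genes Gp9 and Gng11 had -2.52 and -2.72, and -0.89 and -1.24 without blood control replicate 1.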

(C) Flow cytometry and cytospin. (left) Purity of eosinophils (SSC^hi^/SiglecF^+^) isolated from bone marrow and blood of CtrlIl5^tg^, and Atg5^eo∆^Il5^tg^ mice for RNA-seq analysis (n = 3). (right) Representative cytospin images are shown. Scale bars, 10 μm. (D) Quantitative PCR. qPCR was conducted on mature adipocytes incubated in L-arginine free DMEM supplemented with various L-arginine concentrations for five hours. Expression levels were normalized using *Actb*and *Nono*as reference genes and compared to 0 μmol L-arginine group (n = 3). Values are means ± SEM. * *p* < 0.05; ** *p* < 0.01; *** *p* < 0.001.

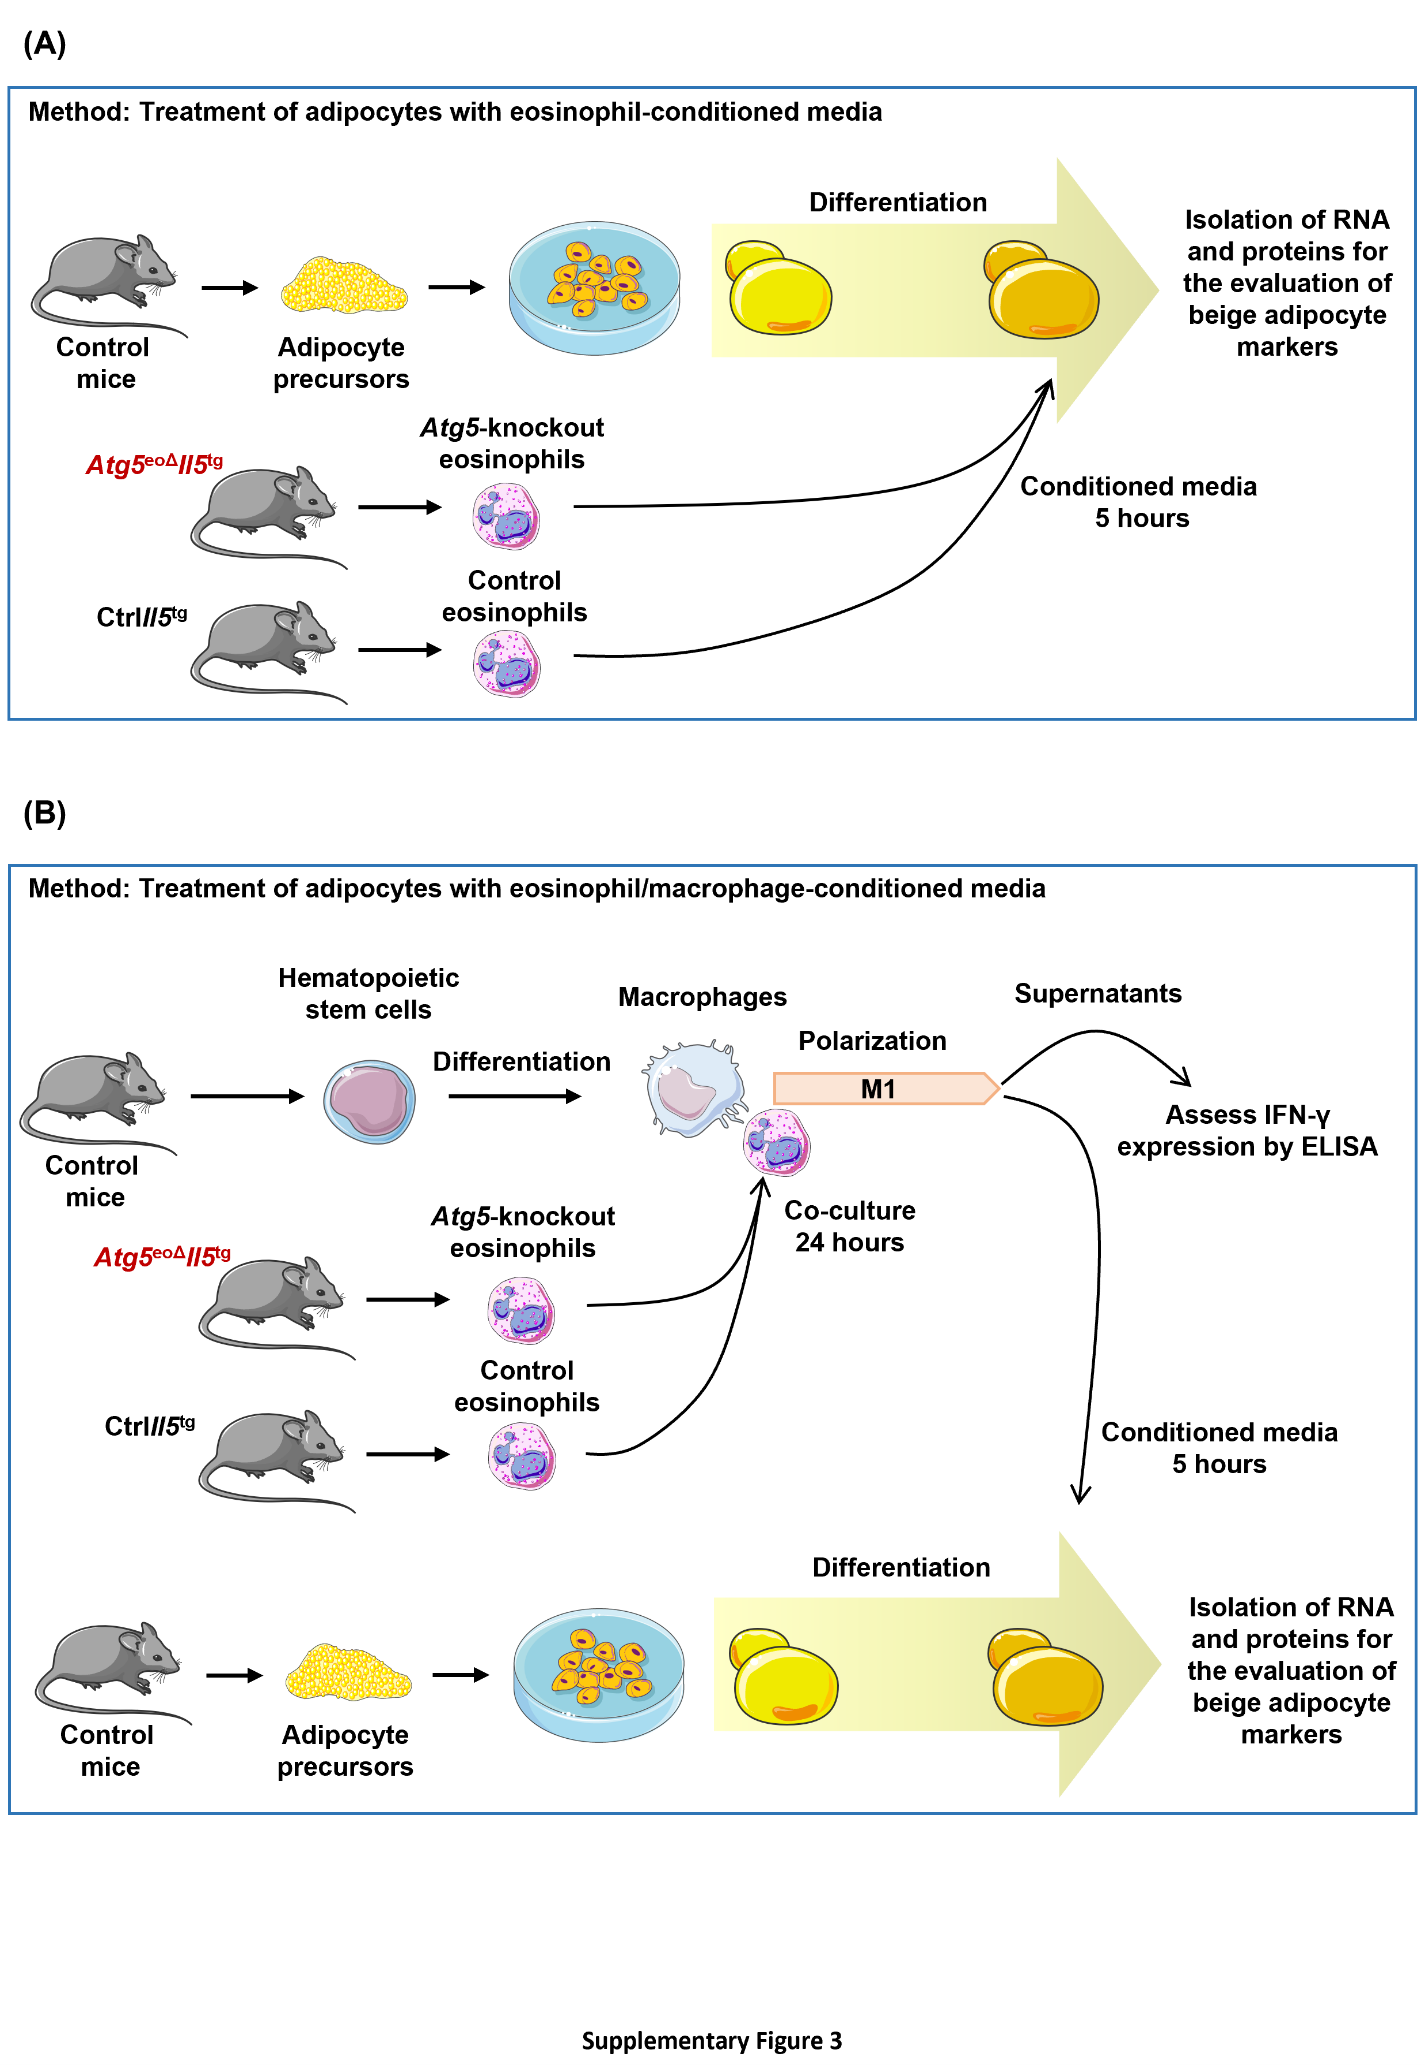

**Supplementary Figure 3. Flow scheme of adipocytes treatment with conditioned media.**

(A) Adipocyte treatment with eosinophil-conditioned media. Adipocyte precursors were obtained from inguinal AT harvested from control mice. Primary murine preadipocytes were differentiated for six days and then treated with conditioned media for 5 hours. Eosinophils were isolated from the bone marrow of Ctrl*II5*^tg^ and *Atg5*^eoΔ^*II5*^tg^ mice. The conditioned media was prepared by incubating eosinophils in L-arginine free DMEM supplemented with 200 μmol L-arginine for 5 hours. Subsequently, the supernatant was collected and centrifuged to remove cells. After 5 hours of incubation of adipocytes with the conditioned media, cells were collected for RNA and protein extraction. (B) Adipocyte treatment with eosinophils-macrophages-conditioned media. Adipocytes and eosinophils were prepared as described in the previous section. Additionally, mouse bone marrow cells were harvested and differentiated into macrophages over eight days. Following this, the macrophages were polarized toward M1 macrophages in the presence of either control or *Atg5*-knockout eosinophils in DMEM/F12 media for 24 hours. As in the preceding section, adipocyte precursors were treated with the conditioned media on day six for 5 hours. Finally, the adipocytes were collected for RNA and protein extraction.

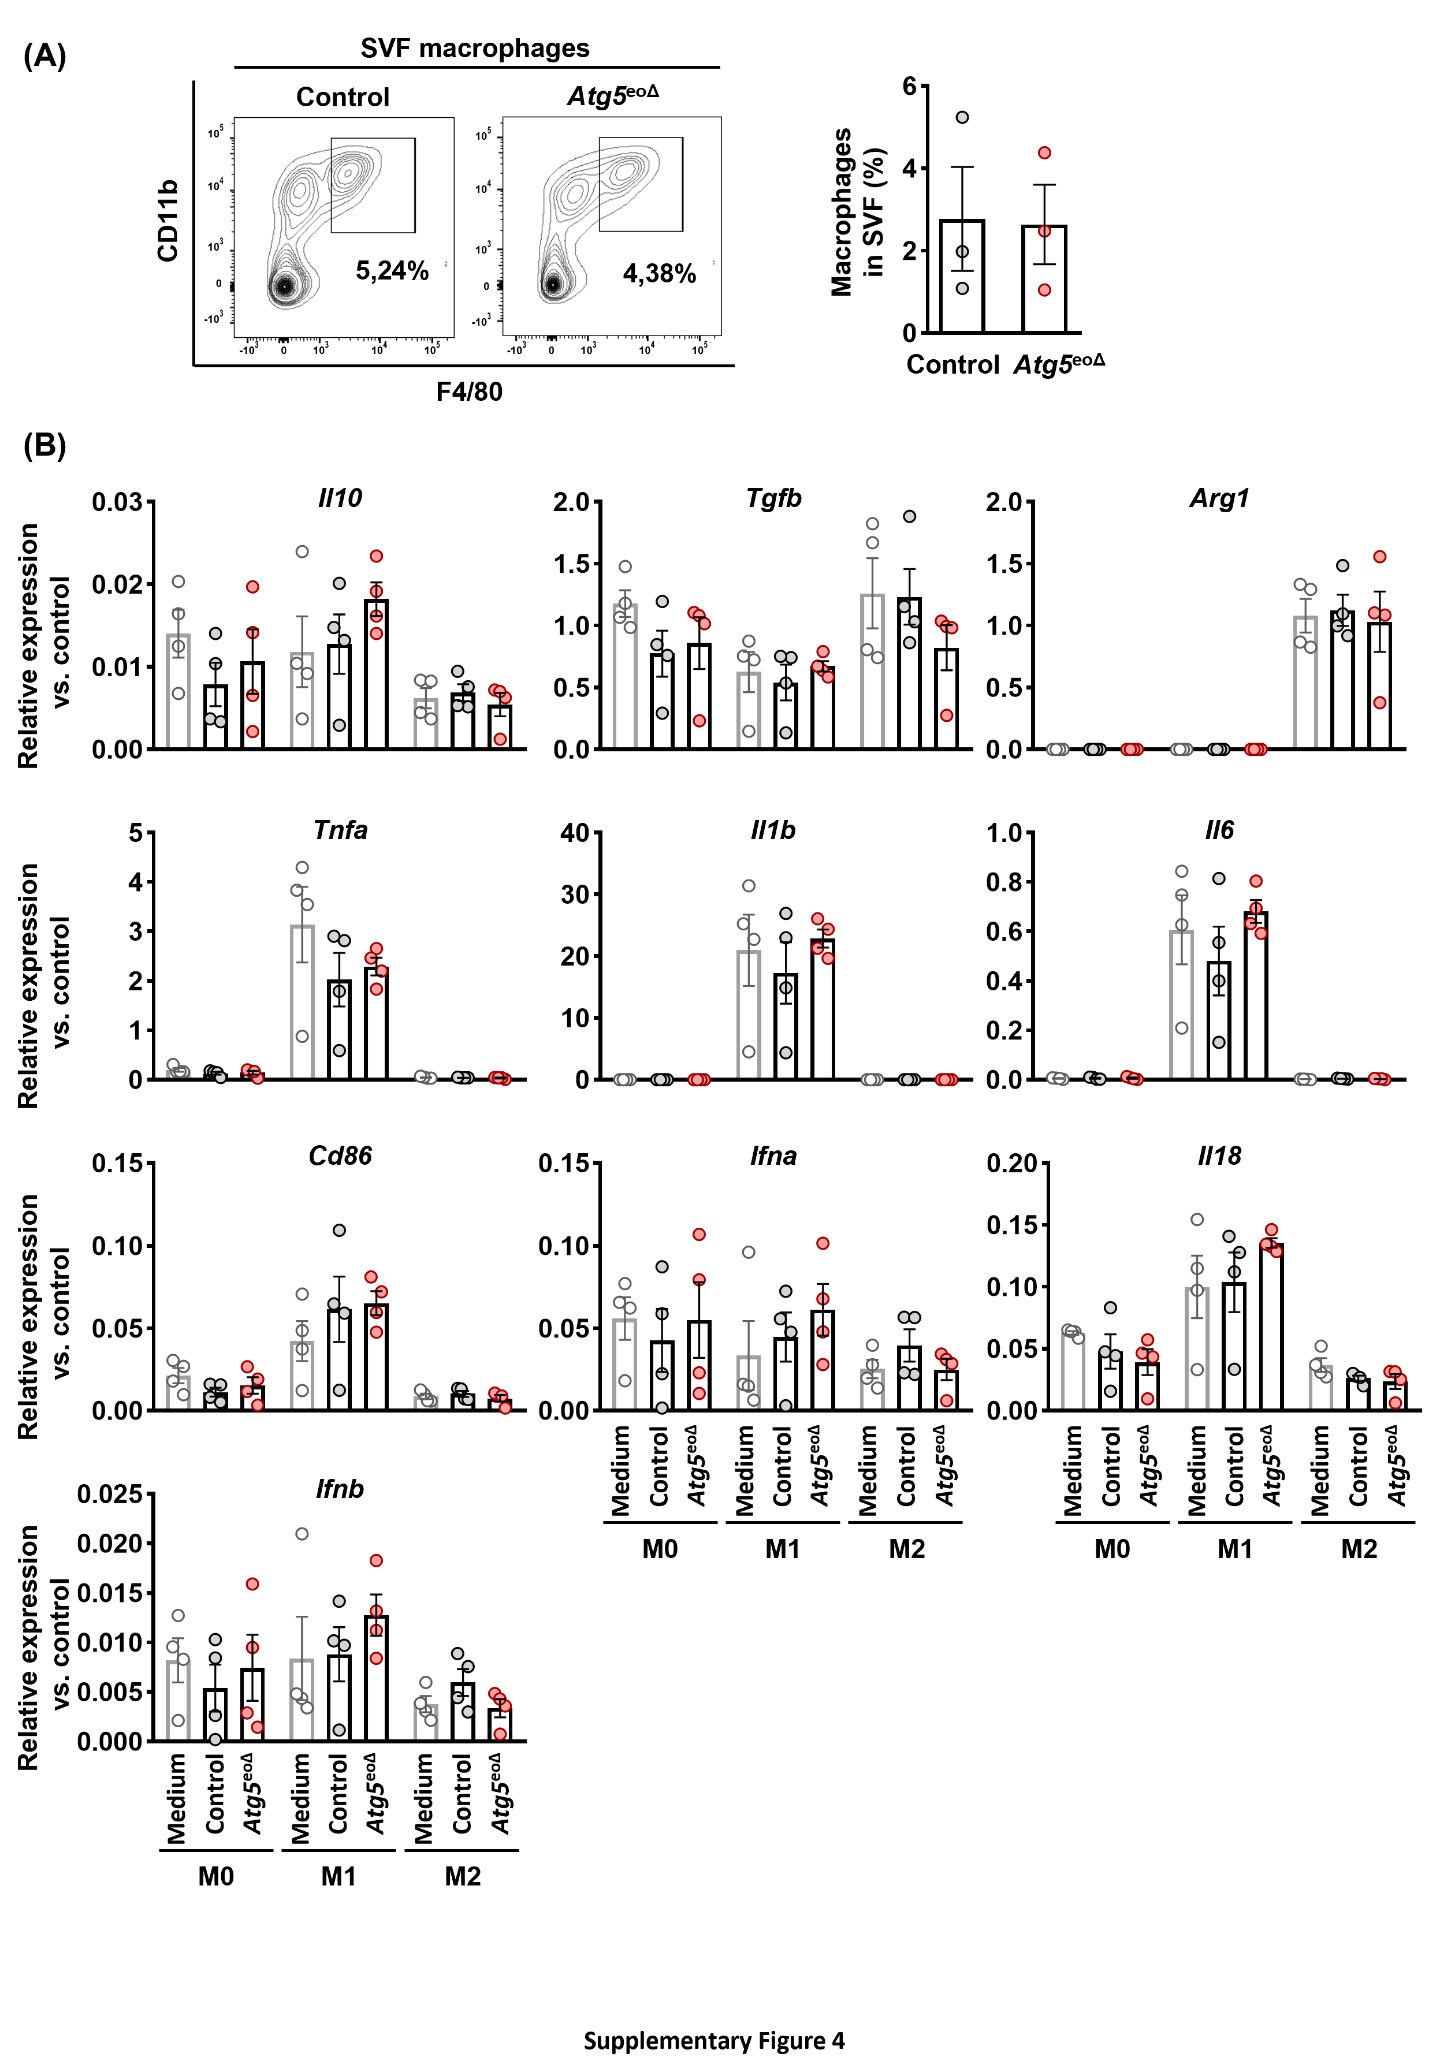

**Supplementary Figure 4. Concentration of macrophages in SVF; and impact of control and *Atg5*-knockout eosinophils on macrophage cytokine signaling.**

(A) Flow cytometry. SVF was isolated from control and *Atg5*^eo∆^, and the relative numbers of macrophages (CD11b^+^/F4/80^+^) were determined by flow cytometry (n = 3). (B) Quantitative PCR. qPCR was used to measure the expression levels of pro-inflammatory and anti-inflammatory genes in macrophages. These macrophages were polarized in the medium alone or the presence of either control or *Atg5*-knockout eosinophils. Expression levels were normalized using *Actb* and *Nono* as reference genes and compared to the medium conditions (n = 4).

How the deposited data were processed for this re-analysis (not part of the article)

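The data are RNA-seq counts of eosinophils isolated from bone marrow and from blood of Atg5-knockout and control mice, all carrying the Il5 transgene, with 3 libraries for each of the 4 groups. The table labels its 12 columns by genotype, tissue and replicate number, and each column was taken as 1 library. According to the Methods, stranded mRNA libraries were sequenced as single-end reads on one lane, aligned with HISAT2 and counted with featureCounts. The authors deposited raw counts per gene, without normalization or a filter. The header of the table names featureCounts 2.0.1 with the annotation of Ensembl release 92 on GRCm38, an option for paired ends that single-end reads would not need, so that whether reads or fragments were counted rests on the Methods, no option for strand, and no option for reads that map to several places or overlap several genes, so that such reads are not in the counts. The Methods name an annotation on GRCm39 instead. The values were used as deposited, with the table's own identifiers and coordinates, and nothing was converted between builds. Alignment and counting were not repeated here.

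The table holds 53801 genes, of which 26487 had at least 1 count in the 12 libraries, and no line names anything other than a gene. Of its identifiers, 49674 matched a symbol in GENCODE M39, a GRCm39 annotation used only for symbols and transcript sequences. Total counts ran from 18885052 to 30270166 per library. In every library Xist had at most 2 counts and Ddx3y at least 742, so all animals appear male by expression. Intervals and floors given with the values cover counting error only, since reads without molecular identifiers are not independent molecules, and the floor for a group without a count is 3 counts over the group.

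Differential expression was computed per tissue from the 6 libraries with edgeR 4.0.16 in R 4.3.3, using its quasi-likelihood test after TMM normalization, on genes kept by edgeR's filter on low counts (minimum count 10, minimum total count 15), with a prior count of 0.125 for the fold change and Benjamini-Hochberg adjustment. Genes were called at an adjusted p under 0.05 and a log2 fold change beyond 2, the paper's thresholds. The difference of the knockout effect between tissues was an interaction in a fit of all 12 libraries and 4 groups. Lists of genes were tested with camera (limma 3.58.1, preset correlation 0.01, log2 CPM with a prior count of 2), beside fry and camera with an estimated correlation. The lists were 169 genes of purine metabolism and 7 lists of markers, for eosinophils, red cells, platelets, neutrophils, B cells, T cells, and monocytes and macrophages, all written before the data were examined. The heatmaps of Supplementary Figure 2 had been seen by then. The purine list is not the KEGG set, whose members were not analysed here. The enrichment score used the signal-to-noise ratio with a weight of 1 and exact permutation of labels. Pairs of called genes within 5 Mb on a chromosome were counted against 10000 random draws of as many tested genes. Processed pseudogenes were matched to protein-coding transcripts with BLAST 2.17.0, and the best match with at least 90% identity over at least 50% of the pseudogene was taken as the parent gene, which gave a parent for 828 of the 862 tested in bone marrow. The values of 1 such pair are not reported here.

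The genes named in the text were set by a rule written before the data were examined: every RNA-seq gene the paper names in its text, Figure 3 and the heatmaps of Supplementary Figure 2, whose values there had been seen; in each tissue the 5 genes of largest change past both thresholds with no overlap between groups; in each tissue the 3 genes of the purine list with the lowest p; and Xdh. The rule's part on the interaction added no gene. Genes named outside the rule, Retnla, Gm10155, Il5, Tdg, Fut8, the sex-linked genes, the other processed pseudogenes, their parent genes and the marker genes, were chosen after their values were seen or as checks.

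The replicate numbers were checked for pairing by the correlation of deviations from the group means. In blood, Atg5-knockout and control libraries of the same number deviated together, with correlations of 0.50, 0.21 and 0.30. Correlations between libraries of unlike number were not computed, so these values do not establish that the numbers pair the blood samples. The fit with the replicate number as a block stands beside the unblocked one where it moves a count or list past the threshold. The block in the tests of the marker lists was added after the data were examined. Neither the paper nor the labels say what the numbers share. In bone marrow the correlations were -0.15, -0.11 and 0.0041. Between blood and bone marrow of one genotype they lay between -0.11 and 0.13. No pairing by number showed in either.

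Alternatives set before the data were examined were DESeq2 1.42.0 with 6 and with 12 libraries, edgeR with 12 libraries, limma-voom, DESeq2-type normalization factors, library size alone, no filter, a filter of 1 CPM in 3 libraries, other fold thresholds, a prior count of 2, the replicate block, the log2 share of red cell genes as a covariate, other purine lists, fry, other distances, and each library left out in turn. edgeR's tests were run on simulated counts with 200 changed genes drawn from those above an average log2 CPM of 1, camera and the enrichment score on a list of 100 genes shifted by 0.3 on the log2 scale, and the count of pairs on 48 planted genes. Simulations for DESeq2, limma-voom and fry were added only after the data were examined. Every setting had a single simulated data set, with genes drawn independently at the same spread. Outlying libraries and deviations shared between libraries were not simulated, so these rates need not hold in the real data. In blood the share of wrong calls at a change of 1 rests on few calls. With 200 genes changed by 1, DESeq2 recovered 97% in bone marrow with 9.77% of calls wrong among 13781 genes, and 5.5% in blood with 21.4% of calls wrong among 13460 genes, while limma-voom recovered 97.5% with 6.70% wrong among 13623 genes and 1% with none wrong among 13212 genes. For the shifted list fry gave an unadjusted p of 8.26e-06 among 13781 genes in bone marrow and 0.000468 among 13460 in blood. The following values are edgeR's. In bone marrow all 200 genes changed by a log2 fold change of 3 were recovered, with no wrong call among 13617 genes, and 98.5% of those changed by 1, with 4.37% of calls wrong among 13623 genes. In blood 98.5% were recovered at a change of 3, with no wrong call among 13224 genes, and 1.50% at a change of 1, among 13212 genes. For the interaction all genes changed by 3 were recovered, with 3.38% of calls wrong among 13541 genes. Nothing was left out of the 12 libraries.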

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

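The tests of depth, of macrophage genes and of the parent genes of pseudogenes were chosen after the results below were seen. The test of the genes near Retnla was chosen before its value was seen. Both genes below passed the thresholds in bone marrow and are not among those the paper names.

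Retnla, on chromosome 16 from 48842552 to 48844461, had 304 ± 158 CPM (SD, n = 3) in Atg5-knockout and 1288 ± 414 CPM (SD, n = 3) in control bone marrow libraries, a log2 fold change of -2.08 (standard error 0.35, adjusted p = 0.0265 from edgeR's quasi-likelihood test), and was lower in 3 of 3 Atg5-knockout libraries. In blood the log2 fold change was -1.004 (standard error 0.46, adjusted p = 1). With each library left out in turn the bone marrow change stayed between -2.42 and -1.71, with an adjusted p between 0.00913 and 0.116 from edgeR's test, and it was no longer called without Atg5-knockout replicate 1 or 2 or control replicate 2 or 3. It was not called by DESeq2 or edgeR with 12 libraries, under the replicate block, or with the red cell share as a covariate. A difference in depth between the groups argues poorly for it, since the median total of the Atg5-knockout libraries was 0.998 times that of the control libraries. Fewer macrophages in the Atg5-knockout bone marrow remain open: the 8 genes of the monocyte and macrophage list had a median log2 fold change of 0.088, with single genes from -0.30 (Adgre1) to 0.41 (C1qa), but Lyz2 and Adgre1 were highly expressed in bone marrow (3026 and 694 CPM in Atg5-knockout libraries), so that the list does not separate macrophages from eosinophils, C1qa and C1qb stood near 1 CPM, and the members went both ways. Strain variants linked to the knockout line may also act on Retnla. Of the 36 other genes tested within 5 Mb, 5.56% had an unadjusted p under 0.05, against 9.67% of all tested genes, so no linked block shows there, but a variant that acts on Retnla alone would leave its neighbours unchanged and cannot be told apart from an effect of the deletion, because all Atg5-knockout mice and no control mice carry the floxed line. An effect of Atg5 on Retnla is the biological explanation and was not tested further.

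Gm10155, a processed pseudogene on chromosome 7 from 126299434 to 126299916, had 2.66 ± 0.890 CPM (SD, n = 3) in Atg5-knockout and 0.283 ± 0.104 CPM (SD, n = 3) in control bone marrow libraries, a log2 fold change of 3.21 (standard error 0.41, adjusted p = 0.00376 from edgeR's quasi-likelihood test), higher in 3 of 3 libraries. It stayed called with any 1 library left out, and was not called by edgeR with 12 libraries or with the red cell share as a covariate. The blood value was 2.61 (standard error 1.04, adjusted p = 1). Its sequence matched Rpl21 on chromosome 5 with 98.97% identity, so its reads are uncertain. A candidate explanation for changed pseudogenes is that strain variants in the parent genes move reads onto them. For 4 of the 7 changed processed pseudogenes the parent gene lay within 5 Mb of another changed gene, but Gm10155 was not among the 4. The sum of Gm10155 and Rpl21 was 406 ± 36.4 CPM (SD, n = 3) in Atg5-knockout and 386 ± 16.1 CPM (SD, n = 3) in control libraries, and at that level a shift of 2.38 CPM between the 2 genes would not show. Gm10155 itself lies near Gdpd3, which rose in both tissues. A local variant, a regulatory change shared with Gdpd3 and an effect of the deletion stay open.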

How the results depend on the processing

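All settings in this part were set before the data were examined, except the replicate block in the tests of the marker lists. That block and the check of blood splits that part the replicate pairs follow from the correlations by replicate number. Both were chosen after these correlations were seen.

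The number of called genes moved with the setting. In bone marrow (9 higher, 4 lower) it was 40 and 16 without a filter on low counts, 16 and 16 with a fold threshold of 1, 20 and 28 at an adjusted p alone, and 5 and 2 with the red cell share as a covariate, which leaves fewer degrees of freedom. edgeR with 12 libraries gave 7 and 1. The other settings gave 7 to 13 higher and 3 to 6 lower. In blood (5 higher, 0 lower) DESeq2 gave 12 and 4 with 6 libraries and 15 and 19 with 12, edgeR with 12 libraries 11 and 1, no filter 14 and 46, the replicate block 7 and 1, and the covariate 4 and 1. The other settings gave 4 or 5 higher and none lower. At an unadjusted p under 0.05 edgeR's quasi-likelihood test with the filter gave 199 lower genes. All 347 genes at that threshold are fewer than it gives by chance in unpaired libraries. Apart from the fold thresholds, the filter and the covariate, which act by construction, the cause was not tested. Leaving out 1 library gave between 6 and 16 higher and between 2 and 11 lower genes in bone marrow (16 and 11 without bone marrow control replicate 1, and 2 lower without Atg5-knockout replicate 1), and between 2 and 5 higher and between 0 and 1 lower in blood. In blood 2 genes were higher without any one of Atg5-knockout replicates 2 and 3 and control replicates 2 and 3, and 3 without Atg5-knockout replicate 1, and each of these fits has fewer samples.

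For the interaction DESeq2 gave 11 genes and edgeR without a filter 119, against none with DESeq2-type factors or any library left out. A block that joined blood and bone marrow of one genotype and number also gave none, though the correlations show no such pairing. At an unadjusted p under 0.05 edgeR's quasi-likelihood test with the filter gave 740, about the share that the threshold itself gives by chance.

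In bone marrow the purine list had a median between 0.033 and 0.077 over its alternatives and a p above 0.05 in each, although the shorter Reactome list, above 0.05 in camera, had 0.0318 in fry. With a library left out it lay between 0.038 (without Atg5-knockout replicate 2) and 0.087 (without Atg5-knockout replicate 3, with a camera p of 0.0184, the other 5 above 0.05). In blood the median was -0.023 without a filter, and with a library left out it lay between -0.0058 (without control replicate 3) and 0.11. The cause was not tested. The blood enrichment score was 0.2003 for core enzymes only and ran from -0.309 to 0.376 with a library left out, positive without blood control replicate 1 (0.376) or Atg5-knockout replicate 3 (0.302). Over both tissues it ran from -0.230 to 0.403, with negative scores without blood control replicate 3 (-0.230), blood control replicate 2 (-0.142) or bone marrow Atg5-knockout replicate 2 (-0.194), and in bone marrow from 0.357 to 0.405.

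Under fry, which makes no preset assumption on correlation, several lists with an unadjusted camera p under 0.05 lost their side of the threshold: red cells in bone marrow (median 1.18, p = 0.0856) and in blood (-2.16, p = 0.174), platelets in blood (-1.44, p = 0.110), eosinophils in blood (-0.32, p = 0.402) and T cells in blood (1.02, p = 0.570, against an unadjusted 0.0327 in camera). Fry gave 0.0408 for the monocyte and macrophage list in bone marrow (0.088). Platelets in bone marrow stayed under the threshold in fry, at 0.0251. With a library left out, medians in blood ranged from -3.26 to -0.89 for red cells, from -1.97 to -0.64 for platelets (both highest without blood control replicate 1), from -0.49 to -0.034 for eosinophils (past the threshold no longer without Atg5-knockout replicate 1 or control replicate 3, where it was -0.13), from -0.45 (without control replicate 3, the one with a camera p under 0.05) to 0.31 for neutrophils, positive without control replicate 1 or 2 or Atg5-knockout replicate 3, from -0.64 to 1.88 for B cells, from -0.13 to 2.38 for T cells (both lowest without Atg5-knockout replicate 1 and highest without control replicate 1, and at -0.35 and 0.012 without control replicate 3) and from -0.074 to 0.049 (without control replicate 2) for monocytes and macrophages. In bone marrow they ranged from 0.69 to 1.52 for red cells, from 0.44 to 0.68 for platelets, from 0.072 to 0.21 for eosinophils, from -0.30 to 0.10 for neutrophils (positive without Atg5-knockout replicate 1 or 2 or control replicate 2 or 3), from -0.11 to 0.24 for B cells (negative without Atg5-knockout replicate 3 or control replicate 1), from -0.31 to -0.017 for T cells and from -0.0010 (without Atg5-knockout replicate 1) to 0.16 for monocytes and macrophages.

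The single genes named by the rule gave 63 results and 685 values under alternatives other than leaving out a library. Of these values, 597 kept direction and side of the threshold, 22 lost the threshold, 56 gained it and 10 changed sign. None of the sign changes was of a gene called by edgeR's test of its tissue: Mtfr2 in bone marrow (0.0027 with 12 libraries in edgeR and 0.0071 with library size alone), Atg5 in blood (0.063 with library size alone), and with the covariate Gmpr (-0.24), Rrm2 (-0.036) and Prps1 (-0.035) in bone marrow, and Hbb-bt (0.13), Pde3b (-0.019), Polr3gl (-0.17) and Xdh (0.63) in blood. With a library left out the range crossed 0 in bone marrow for Gm9967 (-0.033 to 0.26), Gng11 (-0.42 to 0.13) and Mtfr2 (-0.094 to 0.032). In blood the range crossed 0 for Atg5 (-0.12 to 0.16), Pde3b (-0.12 to 0.49), Polr3gl (-0.032 to 0.40), Pde7a (-0.066 to 0.40) and Xdh (-0.74 to 0.54). The range of Ndufa12, named outside the rule, also crossed 0 in blood (-0.091 to 0.10). The cause was not tested.

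Libraries of the same replicate number deviated together in blood only, which does not establish that they are pairs. The replicate block moved the blood count to 7 higher genes and 1 lower, and in bone marrow gave 7 and 3. Of the 10 splits of the libraries of a tissue into 3 and 3, 1 gave as many called genes in bone marrow and 1 in blood, the real one, and the 9 others gave none in either tissue, but a share of 0.1 is the smallest that 10 splits can give, so this count does not decide on chance. Among the 4 blood splits that part all pairs, the 3 others gave no call with or without the block. In the tests of the marker lists the block moved B cells in blood past the threshold on camera's unadjusted p (0.78, 3.1e-06 with the block and above 0.05 without it) and no other list in either tissue. On the p adjusted over 8 lists T cells in blood moved past it too, from 0.0654 to 5.3e-07. In fry with the block, red cells in bone marrow (1.18) had an unadjusted p of 0.104, and in blood red cells (-2.16) had 0.197, platelets (-1.44) 0.122 and eosinophils (-0.32) 0.135, which is not under the threshold, while T cells in blood had 0.0427. For the interaction 100 of 100 splits gave as many genes, an outcome fixed by the count of none in the real grouping, so it says nothing about chance.

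In the simulated blood data small changes could hardly be seen, with 1.50% of changes of 1 on the log2 scale recovered. The biological coefficient of variation in blood was 0.365. In bone marrow, at a coefficient of 0.146, 98.5% of such changes were recovered. The effect of depth was not tested.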

Differences from the paper's values

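All alternatives named here were set before the data were examined. For genes higher in Atg5-knockout blood eosinophils, the paper's value is 12 and the value here is 5. DESeq2 with 6 libraries (12), DESeq2 with 12 libraries (15), edgeR with 12 libraries (11) and edgeR without a filter on low counts (14) came within 1.5 times the paper's count. The replicate block (7), limma-voom and DESeq2-type factors (4 each), the red cell share as a covariate (4), library size alone, the filter of 1 CPM, the prior count of 2, both other fold thresholds (5 each), and leaving out any 1 library (between 2 and 5) did not.

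For genes lower in blood, the paper's value is 13 and the value here is 0. At an unadjusted p under 0.05 edgeR's test gave 199 lower genes. All 347 genes at that threshold are fewer than it gives by chance in unpaired libraries. DESeq2 with 12 libraries (19) came within 1.5 times. DESeq2 with 6 libraries (4), edgeR with 12 libraries (1), the replicate block (1), the covariate (1), no filter (46), leaving out any 1 library (0 or 1), and limma-voom, the other normalizations, filter, prior count and fold thresholds (0) did not. For all genes in blood the paper's value is 25 and the value here is 5. DESeq2 with 12 libraries gave 34, within 1.5 times. DESeq2 with 6 libraries gave 16, edgeR with 12 libraries 12, no filter 60, the replicate block 8, leaving out any 1 library at most 6, and the other settings 4 or 5, none of them within 1.5 times.

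The paper's enrichment score for purine metabolism is about 0.35 in Figure 4F, read by eye, without a tissue named in its text. The blood score here was -0.192. With core enzymes only it was 0.2003, still apart from the paper's score. Without blood control replicate 1 it was 0.376 and without Atg5-knockout replicate 3 it was 0.302, both near the paper's score, while the other 4 libraries left out gave negative scores. The bone marrow score of 0.367 and the score over both tissues of 0.252 were within 1.5 times the paper's. The gene list here is hand-written and is not the KEGG set.

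The heatmaps of Supplementary Figure 2 show 13 genes for bone marrow and 25 for blood. In bone marrow 11 of the 13 passed both thresholds here, and Gm2539 and Or2n2-ps1 were not tested. Both were called by DESeq2 with 12 libraries and by edgeR without a filter, and also without bone marrow control replicate 1, while DESeq2 with 6 libraries and the test without bone marrow Atg5-knockout replicate 1 called Gm2539 alone of these. In blood 5 of the 25 passed, and the genes that did not include Serpina11, Gm9967, Gm2539 and Fbxl13, which Figure 3B marks by name. DESeq2 with 12 libraries called all 25 and 9 others, edgeR without a filter 20, DESeq2 with 6 libraries 15, edgeR with 12 libraries 11, and the replicate block 8. Every heatmap gene that was tested changed in the direction the heatmaps show in its tissue. Purine metabolism genes are described in the paper as enriched in Atg5-knockout eosinophils. Of the list here 73 of 119 were higher in bone marrow and 66 of 120 in blood, and neither list passed a threshold of 0.05.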

Other observations

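The count of pairs of neighbouring genes was set before the data were examined but after the gene names in the heatmaps had been seen. The tests of shared regulation and of paralogs were chosen before their values were seen. The tests of flanking genes, their recount without changed genes, of parent genes of pseudogenes, of the genes around Arg2 and other single genes, of the red cell and platelet genes without 1 library, and of the marker lists within replicate pairs were chosen after the results were seen.

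The genes changed in bone marrow lie near one another. The 13 called genes made 6 pairs within 5 Mb, where random tested genes make 0.461 on average (permutation of genes, p = 0.0006), 6 within 1 Mb (p = 2e-04) and 7 within 20 Mb (p = 0.0034). Of these pairs Arg2 with Gm48780 is a gene with one nested in it, and Pira1 with Gm15931 are paralogs. These 2 are also the only pairs among the 5 genes called in blood, which therefore say nothing on position by themselves. The 48 genes at an adjusted p under 0.05 in bone marrow made 42 pairs within 5 Mb, against 6.49 on average and at most 22 in 10000 random draws (permutation of genes, p = 1e-04, the smallest the draws can give). Chromosomes 7, 10 and 12 hold 12, 9 and 8 of them. On these chromosomes 12.55, 13.4 and 14.8% of all tested genes had an unadjusted p under 0.05 in bone marrow, against 9.67% over all chromosomes. These were the highest shares of any chromosome. In blood 3.60, 3.98 and 3.94% did, again the highest, but below the share that the threshold of 0.05 itself gives by chance.

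Neighbouring genes that share regulation in these cells argue poorly for this pattern. As many genes from the top of the comparison of blood with bone marrow in control libraries made 8 pairs, and 50 such sets down that ranking made between 2 and 16. Reads shared between paralogs do not account for it either, since 32 protein-coding genes with 1 kept per family name still made 18 pairs, against 3.00 on average and at most 16 in random draws. A candidate explanation is strain variants linked to the knockout line, that is, chromosome blocks that differ between the mouse line with floxed Atg5 and the control line. Around the changed genes, 10.6% of 1903 unchanged genes within 5 Mb had an unadjusted p under 0.05, against 9.14% around random genes (permutation of genes, p = 0.0016 from 10000 draws), which is in line with linked blocks, though the excess is small. Within 5 Mb of Atg5 itself, 10 of 43 genes (23.3%) had an unadjusted p under 0.05 (Fisher's exact test, p = 0.00682, adjusted 0.0205 over 6 genes looked at). Around Serpina11 it was 16 of 64 (25.0%, adjusted p = 0.00178) and around Pira1 13 of 66 (19.7%, adjusted p = 0.0217), while around Gdpd3 it was 11.6% (adjusted p = 0.561). These counts include changed genes among the neighbours and so restate in part that changed genes lie together. Counted again over unchanged neighbours alone, against 9.36% of all unchanged genes, it was 9 of 42 around Atg5 (21.4%; Fisher's exact test, adjusted p = 0.0419 over the same 6 genes), 13 of 61 around Serpina11 (21.3%, adjusted p = 0.0220), 7 of 60 around Pira1 (11.7%, adjusted p = 0.604) and 15 of 137 around Gdpd3 (10.9%, adjusted p = 0.604), so that the excess around Pira1 rests on the changed genes themselves. Genes within a block are not independent, which these tests do not take into account. No sequence reads were used here, so no variant was seen.

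Processed pseudogenes are the second sign of this kind. Of the 7 processed pseudogenes at an adjusted p under 0.05 in bone marrow, all were higher in Atg5-knockout libraries. The parent genes of 4 of them lay within 5 Mb of another changed gene, against 75 of 818 unchanged pseudogenes (9.17%; Fisher's exact test, p = 0.00219). Among them are Ndufa12-ps (parent Ndufa12) and Gm13092 (Snrpf), with parents on chromosome 10, and Gm5905 (Rps9), with its parent on chromosome 7. Strain variants in the parent genes may thus move reads onto the pseudogenes. For 2 pairs the values of parent and pseudogene moved against each other: Ndufa12-ps gained 12.7 CPM in bone marrow while Ndufa12 decreased by 13.4 CPM, so that the sum was 42.4 ± 3.71 CPM (SD, n = 3) in Atg5-knockout and 43.1 ± 4.69 CPM (SD, n = 3) in control libraries; Tdg-ps2 gained 8.87 CPM while Tdg decreased by 8.89 CPM, with sums of 19.5 ± 0.617 and 19.6 ± 4.85 CPM (SD, n = 3 each), although Tdg, on chromosome 10 from 82629828, lies over 5 Mb from other changed genes. In blood Tdg and Tdg-ps2 moved by -6.83 and 4.16 CPM, and Ndufa12 by 0.323 while Ndufa12-ps gained 5.72 CPM, so the exchange did not hold for Ndufa12 in blood. Gm13092 and Snrpf both rose in bone marrow, by 2.96 and 1.37 CPM, and their sum rose from 7.68 ± 0.181 to 12.0 ± 1.79 CPM (SD, n = 3 each), which argues against an exchange there, while in blood they moved by 1.85 and -1.02 CPM. For the other pairs described here the parent was so abundant, or moved so little, that an exchange would not show. For these genes a change in counts does not by itself mean a change in transcription.

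Arg2 was higher in Atg5-knockout eosinophils of both tissues and lies on chromosome 12, near Fut8 (log2 fold change -0.73 in bone marrow, adjusted p = 0.0317 from edgeR's test). Strain variants linked to the knockout line might act on Arg2 too. Of 68 genes within 5 Mb of Arg2, 16.2% had an unadjusted p under 0.05 in bone marrow, against 9.67% of all (Fisher's exact test, p = 0.0945, adjusted 0.142 over 6 genes), and 10 of 67 (14.9%, adjusted p = 0.272) without changed genes. Whether the increase of Arg2 comes from the loss of Atg5 or from such a variant cannot be told apart with these libraries, because genotype and mouse line go together in all 12. The paper's text names no backcross or littermate controls for these mice. Libraries in which floxed Atg5 and the region of Arg2 are separated, or from floxed mice without the recombinase, would decide it. An effect of Atg5, the explanation the paper gives, stays open.

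Red cell genes were lower in Atg5-knockout blood libraries and higher in Atg5-knockout bone marrow libraries. In blood the median log2 fold change was -2.16 over 9 genes, none of them higher (adjusted p = 1.1e-07 over 8 lists from limma's camera, unadjusted 0.174 from fry), and for platelet genes it was -1.44 over 12 genes, none higher (adjusted p = 3.4e-09 from camera, unadjusted 0.110 from fry). RNA of red cells in blood control replicate 1 may account for much of the fall of red cell genes. In that library Hbb-bs alone took 7.49% of all counts. Without it the red cell median in blood was -0.89 and the platelet median -0.64, with a camera p still at most 7.5e-06. The remaining 2 control libraries, with red cell shares of 0.539 and 1.42%, overlap in range with the Atg5-knockout libraries at 0.422 to 0.730%. Within the pairs by replicate number, the Atg5-knockout share was also lower in replicate 2 (0.422 against 0.539%) and replicate 3 (0.558 against 1.42%). With so few pairs, a difference between preparations and one between genotypes cannot be told apart for red cell genes. The platelet shares stay apart without blood control replicate 1, at 0.0401 and 0.0422% in control and 0.0299 to 0.0305% in Atg5-knockout libraries. This argues against that library as the whole cause for platelet genes and leaves preparation and genotype open. In bone marrow the median over 12 red cell genes was 1.18, all 12 higher (adjusted p = 1.3e-07 from limma's camera, unadjusted 0.0856 from fry), and over 11 platelet genes 0.60, with 9 higher (adjusted p = 8.6e-05 from camera, unadjusted 0.0251 from fry). The platelet share of the counts did not differ in bone marrow, at 0.0427 ± 0.00128% (SD, n = 3) in Atg5-knockout and 0.0425 ± 0.00507% (SD, n = 3) in control libraries (exact permutation test, p = 0.9). With an estimated correlation camera gave these 2 lists an unadjusted p of 0.119 and 0.0750 in blood and of 0.135 and 0.0614 in bone marrow, none under 0.05. Of the 10 splits of each tissue into 3 and 3, 1 gave as small a camera p for either list in either tissue, the real one. However, 10 splits are too few to decide on chance. Other splits also gave low unadjusted camera p. For red cell genes these went down to 1.87e-07 in bone marrow and 3.5e-07 in blood. For platelet genes they went down to 0.00043 in bone marrow and 2.1e-06 in blood. Camera's p for these 2 lists therefore cannot be taken at face value. The Methods lyse red cells with water in the blood preparation, deplete leukocytes with antibodies, and name no step against platelets.

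The other lists were mixed. With limma's camera, adjusted over 8 lists, eosinophil genes had medians of 0.12 in bone marrow (adjusted p = 0.790, 9 of 10 splits with as small a p) and -0.32 in blood (adjusted p = 0.00958, 1 of 10 genes higher, 4 of 10 splits), and fry gave 0.402 for the blood list. T cell genes had -0.19 over 4 genes in bone marrow (adjusted p = 0.790, 8 of 10 splits) and 1.02 over 9 genes in blood (adjusted p = 0.0654, 5 of 10 splits). B cell genes had 0.062 (adjusted p = 0.790, 9 of 10 splits) and 0.78 (adjusted p = 0.2001, 5 of 10 splits). Neutrophil genes had -0.0041 (adjusted p = 0.790, 10 of 10 splits) and -0.030 (adjusted p = 0.434, 6 of 10 splits), and monocyte and macrophage genes 0.088 (adjusted p = 0.790, 3 of 10 splits) and -0.00023 (adjusted p = 0.800, 7 of 10 splits). For the purine list 4 of 10 splits in bone marrow and 6 of 10 in blood gave as small a camera p. With 10 splits chance can be excluded for none of these lists. These values ignore any replicate pairs in blood. With the replicate number as a block, limma's camera gave B and T cell genes in blood an adjusted p of 6.1e-06 and 5.3e-07 over 8 lists, with all 6 and all 9 genes higher. Fry with the block gave an unadjusted p of 0.0581 and 0.0427, and an adjusted p of 0.232 for both. Of the 3 other splits that part all pairs, 1 also had a camera p under 0.05 with the block for B cells (0.000465) and 2 for T cells (0.0418 and 0.0038), so that camera's p with the block cannot be taken at face value, and 4 splits do not decide on chance. More lymphocytes left in Atg5-knockout preparations and an effect of the genotype both stay open, and neither was tested.

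Il5 had between 219 and 489 CPM in the 12 libraries, with log2 fold changes of -0.26 (adjusted p = 0.51 from edgeR's test) in bone marrow and -0.54 (adjusted p = 1) in blood. The transgene places Il5 under the Cd3d promoter.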
